# Microbial Community Functional Structures in Wastewater Treatment Plants as Characterized by GeoChip

**DOI:** 10.1371/journal.pone.0093422

**Published:** 2014-03-26

**Authors:** Xiaohui Wang, Yu Xia, Xianghua Wen, Yunfeng Yang, Jizhong Zhou

## Abstract

**Background:**

Biological WWTPs must be functionally stable to continuously and steadily remove contaminants which rely upon the activity of complex microbial communities. However, knowledge is still lacking in regard to microbial community functional structures and their linkages to environmental variables.

**Aims:**

To investigate microbial community functional structures of activated sludge in wastewater treatment plants (WWTPs) and to understand the effects of environmental factors on their structure.

**Methods:**

12 activated sludge samples were collected from four WWTPs in Beijing. A comprehensive functional gene array named GeoChip 4.2 was used to determine the microbial functional genes involved in a variety of biogeochemical processes such as carbon, nitrogen, phosphorous and sulfur cycles, metal resistance, antibiotic resistance and organic contaminant degradation.

**Results:**

High similarities of the microbial community functional structures were found among activated sludge samples from the four WWTPs, as shown by both diversity indices and the overlapped genes. For individual gene category, such as *egl, amyA*, *lip*, *nirS*, *nirK*, *nosZ*, *ureC*, *ppx*, *ppk*, *aprA*, *dsrA*, *sox* and *benAB,* there were a number of microorganisms shared by all 12 samples. Canonical correspondence analysis (CCA) showed that the microbial functional patterns were highly correlated with water temperature, dissolved oxygen (DO), ammonia concentrations and loading rate of chemical oxygen demand (COD). Based on the variance partitioning analyses (VPA), a total of 53% of microbial community variation from GeoChip data can be explained by wastewater characteristics (25%) and operational parameters (23%), respectively.

**Conclusions:**

This study provided an overall picture of microbial community functional structures of activated sludge in WWTPs and discerned the linkages between microbial communities and environmental variables in WWTPs.

## Introduction

Biological activated sludge process is the most widely used biological process for treating municipal and industrial wastewater. By enriching selected functional microorganisms in the activated sludge of wastewater treatment plant (WWTP), microbial activities in the sludge community are accelerated, enabling removal of oxygen-depleting organics, toxics, and nutrients. Biological WWTPs must be functionally stable to continuously and steadily remove contaminants which rely upon the activity of complex microbial communities [1], [2]. Therefore, a better understanding of the microbial community structure and functional genes of activated sludge in WWTPs can help elucidate the mechanisms of biological pollutant removal and improve the treatment performance and operational stability [3], [4].

Although microbial communities of activated sludge in WWTPs have been intensively studied [5]–[11], most of such efforts have been focused only on microbial phylogenetic composition. Knowledge is still lacking in regard to microbial community functional structures and their linkages to environmental variables. To date, there have been only a limited number of studies that characterized the overall functional profiles and metabolic pathways in the activated sludge of WWTPs using high-throughput sequencing [12], [13].

Functional gene arrays, which contain genes encoding key enzymes involved in a variety of biogeochemical cycling processes [14], can be used to study the overall microbial functional potentials of activated sludge in WWTPs. GeoChip 4.2, a powerful functional gene array, contains 83,992 oligonucleotide (50-mer) probes targeting 152,414 genes in 410 gene categories involved in nitrogen, carbon, sulfur and phosphorus cycling, metal resistance, antibiotic resistance as well as organic contaminant degradation [15], [16]. GeoChip has been widely used to examine microbial community functional structures in various environmental samples, such as soil and sediments [17]–[19], groundwater [20], acid mine drainage[21], deep-sea water [15], ocean crust [15], and hydrothermal vent [22].

In this study, 12 activated sludge samples from four WWTPs in Beijing were analyzed by GeoChip 4.2 to address the following two questions: (i) What were the microbial community functional structures of activated sludge in WWTPs? (ii) How do environmental factors and operational parameters affect microbial community functional structures? Our results revealed high similarities of microbial functional communities among activated sludge samples from the four WWTPs, and microbial functional potentials were highly correlated with water temperature, dissolved oxygen (DO), ammonia concentrations and loading rate of chemical oxygen demand (COD).

## Materials and Methods

### WWTPs and Sampling

Anaerobic/anoxic/aerobic (A^2^O) is the most commonly used process for wastewater treatment in China, thus we examined four A^2^O WWTPs in Beijing. Activated sludge samples were taken from the aeration tank of each WWTP once a day for three consecutive days in the summer of 2011. Therefore, three replicate samples were available from each WWTP, resulting in a total of 12 activated sludge samples. No specific permits were required for the described field studies. We confirm that: i) the locations were not privately-owned or protected in any way; and ii) the field studies did not involve endangered or protected species.

For microbial community analysis, each sample was dispensed into a sterile Eppendorf tube and centrifuged at 14,000 *g* for 10 min. After decanting the supernatant, the pellet was stored at −80°C prior to further analysis. Meanwhile, various chemical parameters such as COD, total nitrogen (TN), ammonia, total phosphorus (TP), pH and conductivity were analyzed according to standard methods [23]. Concentrations of chromium, cobalt, nickel, copper, zinc, and cadmium were measured by inductively coupled plasma mass spectrometry (ICP-MS)(Thermo Fisher Scientific, Waltham, MA, USA).

### DNA Purification and GeoChip Hybridization

Microbial genomic DNA was extracted from the activated sludge samples by combining freeze-thawing and sodium dodecyl sulfate (SDS) for cell lysis as previously described [24]. Crude DNA was purified using the Wizard SV Genomic DNA Purification Kit (Promega, Madison WI, USA). The quality of purified DNA was assessed based on the ratios of 260/280 nm and 260/230 nm absorption measured by an ND-1000 spectrophotometer (Nanodrop Inc., Wilmington, DE, USA) and agarose gel electrophoresis. The quantity of community DNA was determined with Quant-It PicoGreen kit (Invitrogen, Carlsbad, CA, USA).

Purified DNA (1 μg) was labeled with Cy5, purified and resuspended in 10 μl hybridization solution as previously described (Lu *et al*. 2012). Then it was hybridized with GeoChip 4.2 on a MAUI hybridization station (BioMicro, Salt Lake City, UT, USA) at 42°C with 40% formamide for 16 hours. After hybridization, microarrays were scanned (NimbleGen MS200, Madison, WI, USA) at a laser power of 100%. The ImaGene version 6.0 (Biodiscovery, El Segundo, CA) was then used to determine the intensity of each spot, and identify poor-quality spots. The GeoChip raw data has been uploaded to the NCBI GEO with the accession number GSE54055.

### Data Analysis

Raw data from ImaGene were submitted to Microarray Data Manager (http://ieg.ou.edu/microarray/) and analyzed using the data analysis pipeline with the following major steps: (i) The spots flagged as 1 or 3 by Imagene and with a signal to noise ratio (SNR) less than 2.0 were removed as low quality spots; (ii) After removing the bad spots, normalized intensity of each spot was calculated by dividing the signal intensity of each spot by the mean intensity of the microarray; (iii) If any of replicates had more than two times the standard deviation, this replicate was moved as an outlier [18].

Hierarchical cluster analysis was performed using the unweighted pairwise average-linkage clustering algorithm in the CLUSTER software and visualized in TREEVIEW software [25]. Canonical correspondence analysis (CCA) was used to examine the relationships of microbial communities and environmental variables. The significant environmental variables were identified by a forward selection procedure using Monte Carlo permutations ((999 permutations with a *p*-value<0.05). In addition, Variance inflation factors (VIFs; a measure for cross-correlation of explanatory variables) were checked and eliminated if VIFs were more than 20 [26].Based on partial CCA, variance partitioning analysis (VPA) was performed to attribute the variation observed in the microbial communities to the environmental variables. CCA and VPA were performed by the vegan package in R 2.14.0 (R Development Core Team, 2011).

## Results

### Performance of WWTPs

Details of the influent and effluent characteristics and operational parameters of the four WWTPs are listed in Table S1 and S2 in File S1. Chemical oxygen demand (COD) in the influents ranged from 257 to 452 mg/L, while total nitrogen (TN) concentrations were between 46 and 64 mg/L. The COD removal efficiencies were more than 90% in all systems, and TN removal efficiencies varied from 68% to 75%. The removal efficiencies of COD and TN indicated that the four WWTPs were functionally stable.

### Overall Microbial Community Functional Structure

Microbial community functional structures of 12 activated sludge samples from four WWTPs were analyzed with GeoChip 4.2 A total of 29,124 functional genes were detected. 

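Community DNA of 12 activated sludge samples, 3 from the aeration tank of each of the WWTPs GBD, QH, XHM and XJH, was labeled with Cy5 and hybridized to GeoChip 4.2, a 1-color microarray whose probes each stand for a gene of a named functional family. The authors quantified the spots with ImaGene and removed spots of low quality, and the deposited values are linear signal intensities with a blank where a gene did not pass. The values had not been divided by the mean of the array: the mean intensity was 100,585 to 156,634 on the 3 GBD arrays, 109,301 on QH_3 and 7512 to 17,706 on the other 8 arrays. Here each intensity was divided by the mean of its array to give the normalized signal intensity, and a gene was counted as detected in a sample where its value was present. In this way 35,439 genes of 596 gene names were detected in at least 1 sample and 11,543 (32.6%) were shared by all samples. A further 3486 genes were detected in 1 sample only, 1432 of them in QH_3. With a gene counted for a sample only where at least 2 of the 3 samples of its WWTP held it, 29,124 genes were detected and the same 11,543 were shared by all samples. The abundance of a gene family is the normalized signal intensity summed over its detected genes, so it can also follow the number of genes detected in a sample. WWTPs were compared by an exact permutation test of the F statistic, which takes no direction, over the 15,400 splits of the 12 samples into 4 groups of 3, with a smallest possible p of 6.49e-05. Single genes were tested with limma on log2 normalized signal intensity, for the genes shared by all samples and with each sample centered on its median. Adjusted p values are from the Benjamini-Hochberg method. The paper takes the 3 samples of a WWTP as 1 sample a day on consecutive days, while the sample labels give 1 sampling day, so p values measure only the spread between these samples, which may be technical. The number of arrays, 3 per WWTP, limits the precision, and no background level is given beside the intensities.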

For individual samples, the numbers of detected genes were between 18,847 and 24,268 (Table 1). 

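The number of detected genes was 24,750 ± 872 (SD, n = 3) in GBD, 23,924 ± 4774 in QH, 25,661 ± 2076 in XHM and 22,279 ± 2047 in XJH. Single samples held 19,926 (XJH_1) to 29,400 (QH_3) genes. A set of 51 genes was detected in all 3 samples of 1 WWTP and in no other sample, 15 in GBD, 18 in QH, 9 in XHM and 9 in XJH. Those of GBD included dsrA 144905645, a subunit of dissimilatory sulfite reductase, at a normalized signal intensity of 1.84 ± 0.514 (SD, n = 3), and nplT 77976372, a neopullulanase that cuts starch-type polymers, at 0.781 ± 0.221. In QH they included silA 77974163, part of a silver efflux pump, at 0.755 ± 0.305 and arsC 91692446, an arsenate reductase, at 0.674 ± 0.0713. In XHM cusA 198262449, part of a copper and silver efflux pump, stood at 0.488 ± 0.0530. In XJH phoA 242122417, an alkaline phosphatase, stood at 0.686 ± 0.126 and hao 224712626, the hydroxylamine oxidoreductase of ammonia oxidizers, at 0.580 ± 0.0928. The 3 most intense of such genes per WWTP also included hrcA 218295835 at 0.807 ± 0.116, the highest in XJH. The others were chitin_synthase 154272093 in GBD (0.768 ± 0.0818), sigma_32 50875682 in QH (0.630 ± 0.0195), and per_bac 108463753 (0.585 ± 0.0894) and gyrB 23978220 (0.473 ± 0.0522) in XHM. The number of such genes did not pass the test against other splits of the samples (exact permutation p = 0.13, median of the splits 22, highest 178). The difference in detected genes between the WWTPs did not pass the test (F = 0.773, exact permutation p = 0.537). With QH_3, the sample with the most genes, left out F was 4.09 (exact permutation p = 0.0482), the only 1 of the 12 single-sample omissions that passed. Where a gene had to be held by 2 of the 3 samples of a WWTP, F was 14.5, and with this requirement applied in every split 1024 of the 15,400 splits had as large an F (exact permutation p = 0.0665).

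**Figure D1:**
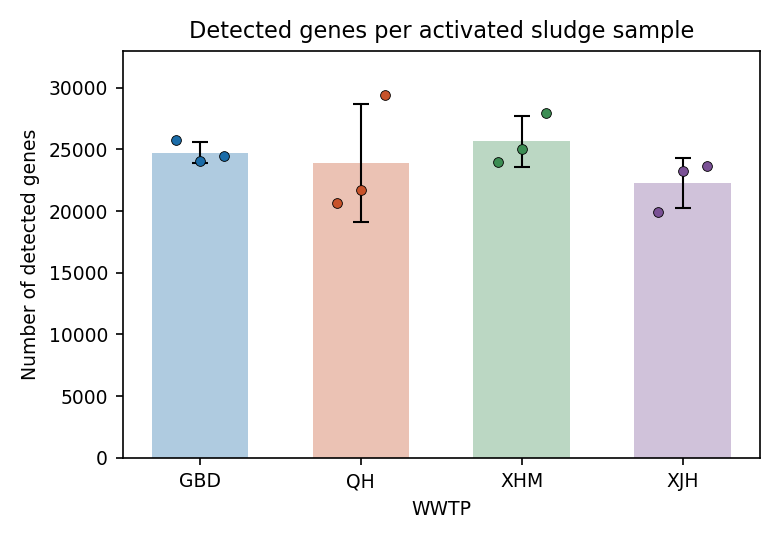
Number of detected genes (vertical axis) in the 4 WWTPs (horizontal axis), with bars for the mean of 3 samples, error bars for the SD and points for single samples. The QH samples span 20,635 to 29,400 genes.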

Hierarchical cluster analysis showed that the three replicate samples from each WWTP were clustered together, and the distances among the three replicate samples was always <2 (Figure 1). 

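In the tree of the 12 samples the closest pair was GBD_1 and GBD_3 (distance 0.0738), followed by GBD_2 with XHM_3 (0.0882), QH_1 with QH_2 (0.0896) and XHM_1 with XJH_3 (0.0909). QH_3 joined GBD_1 and GBD_3 at a distance of 0.0935. Over the genes shared by all samples, the log2 intensities of QH_3 had a mean r of 0.888 with the GBD samples, 0.887 with the XHM samples, 0.803 with the XJH samples and 0.692 with QH_1 and QH_2. The tree used average linkage on 1 minus Pearson r of the normalized signal intensity over all detected genes, with undetected genes at 0. The 3 samples of a WWTP formed a cluster of their own for 0 of the 4 WWTPs. The WWTP accounted for an R2 of 0.354 of the Bray-Curtis variation between samples (PERMANOVA, exact permutation p = 0.131, n = 12). Leaving out each sample in turn gave an R2 of 0.330 to 0.531. The highest came without QH_3 (exact permutation p = 0.00325), the only 1 of the 12 omissions that passed. QH_3 is the sample that lay away from its own WWTP, and this p does not allow for the choice to leave it out. On the 8 arrays of low intensity, which also lack QH_3, the R2 was 0.489 (exact permutation p = 0.0179). Where a gene had to be held by 2 of the 3 samples of a WWTP, the R2 was 0.503 and GBD and XHM each formed a cluster. The same requirement applied in the other splits gave a median R2 of 0.380, and 1216 of the 15,400 splits reached 0.503 (exact permutation p = 0.0790).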

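Of the 11,543 genes shared by all samples, 21 differed in intensity between the WWTPs at an adjusted p under 0.05 from limma, and 970 had an unadjusted p under 0.05. Against the mean of the other WWTPs, 17 genes were higher and 0 lower in GBD, 0 higher and 1 lower in QH, 4 higher and 0 lower in XHM, and 3 higher and 8 lower in XJH. In XJH sigma_70 217969610, a sigma factor that directs RNA polymerase to housekeeping genes, fell by 2.35 on the log2 scale (SE 0.191, limma adjusted p = 1.15e-05). Its normalized signal intensity was 0.709 ± 0.124 (SD, n = 3) in XJH and 3.85 ± 1.10 (SD, n = 9) in the other samples. The oxygen-sensing regulator genes fnr 237625907 and fnr 237653303 were lower in XJH, at log2 differences of -2.29 (SE 0.241, limma adjusted p = 2.42e-04) and -1.77 (SE 0.265, limma adjusted p = 0.00856). The first of them was higher in GBD, at 1.73 (SE 0.241, limma adjusted p = 0.00419). proV 89893967, the ATP-binding subunit of an uptake system for osmoprotectants, was higher in GBD, at 1.81 (SE 0.217, limma adjusted p = 0.00141). In QH aceB 157846118, malate synthase of the glyoxylate cycle, fell by 1.88 on the log2 scale (SE 0.227, limma adjusted p = 0.00318), from 7.19 ± 1.61 (SD, n = 9) in the other samples to 2.00 ± 0.846 (SD, n = 3). iuc 255341753, of the synthesis of the siderophore aerobactin, was higher in XJH, at 1.40 (SE 0.196, limma adjusted p = 0.00445). Each contrast sets a WWTP against the mean of the others, so a fall in 1 WWTP by itself raises the contrasts of the other 3. In 151 genes all 3 GBD samples lay above the other 9 and in 23 below, where the average over all sets of 3 samples is 52.5 each way. The numbers were 97 and 36 for QH, 20 and 27 for XHM, and 63 and 96 for XJH. How widely such counts spread over other sets of samples was not tested, so their distance from 52.5 cannot be judged. With array brightness as a block, 222 genes differed over the WWTPs, 0 set GBD apart by limma (2078 at an unadjusted p under 0.05), 76 set QH apart and 1128 XHM. In that model QH_3 is the only bright array outside GBD: over the 17 genes of GBD the median log2 difference went from 1.33 to 0.87 and the median SE from 0.205 to 0.328, with all 17 in the same direction. For fnr 237625907 it was 0.87 (SE 0.363, limma adjusted p = 0.225) and for proV 89893967 0.94 (SE 0.286, limma adjusted p = 0.140). Without GBD_3, 2 genes set GBD apart and 9 differed over the WWTPs; without QH_3, 382 set GBD apart, 1614 QH, and 928 differed over the WWTPs. Without QH_1 or QH_2, 0 genes set QH apart, without XHM_2 0 set XHM apart, and without XJH_1 or XJH_2 0 were higher in XJH.

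**Figure D2:**
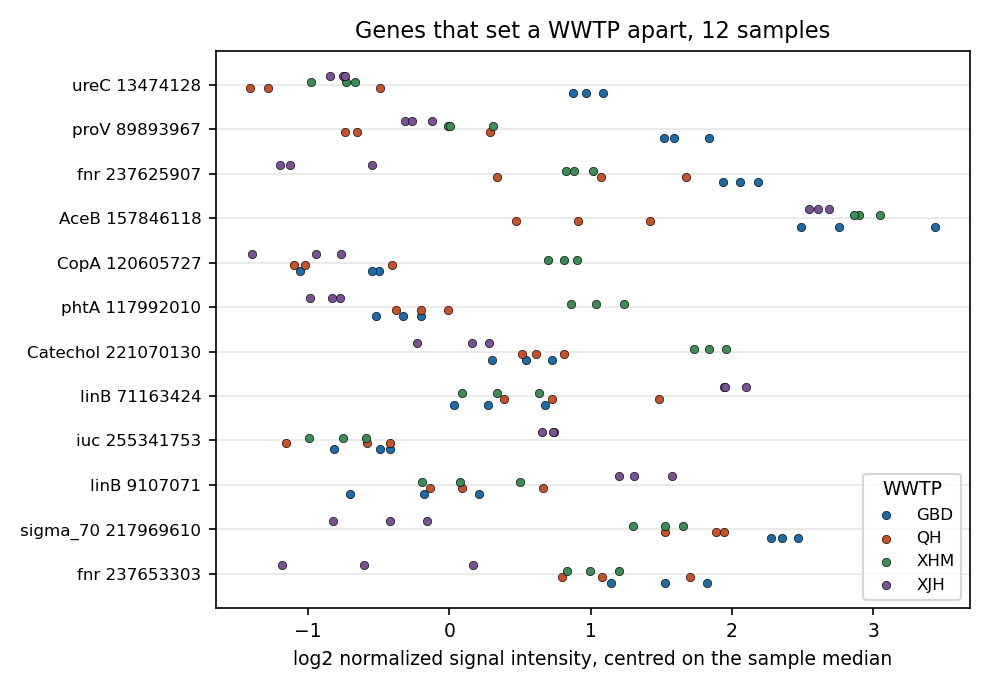
Log2 normalized signal intensity, centered on the median of each sample (horizontal axis), of the genes named by the rule for the 4 WWTPs (vertical axis), with a point for each of the 12 samples. In XJH the 3 values of sigma_70 217969610 lie to the left of those of the other 9 samples.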

The samples from different WWTPs were well separated, and the distances among the four WWTPs were generally>2.

**Figure 1:**
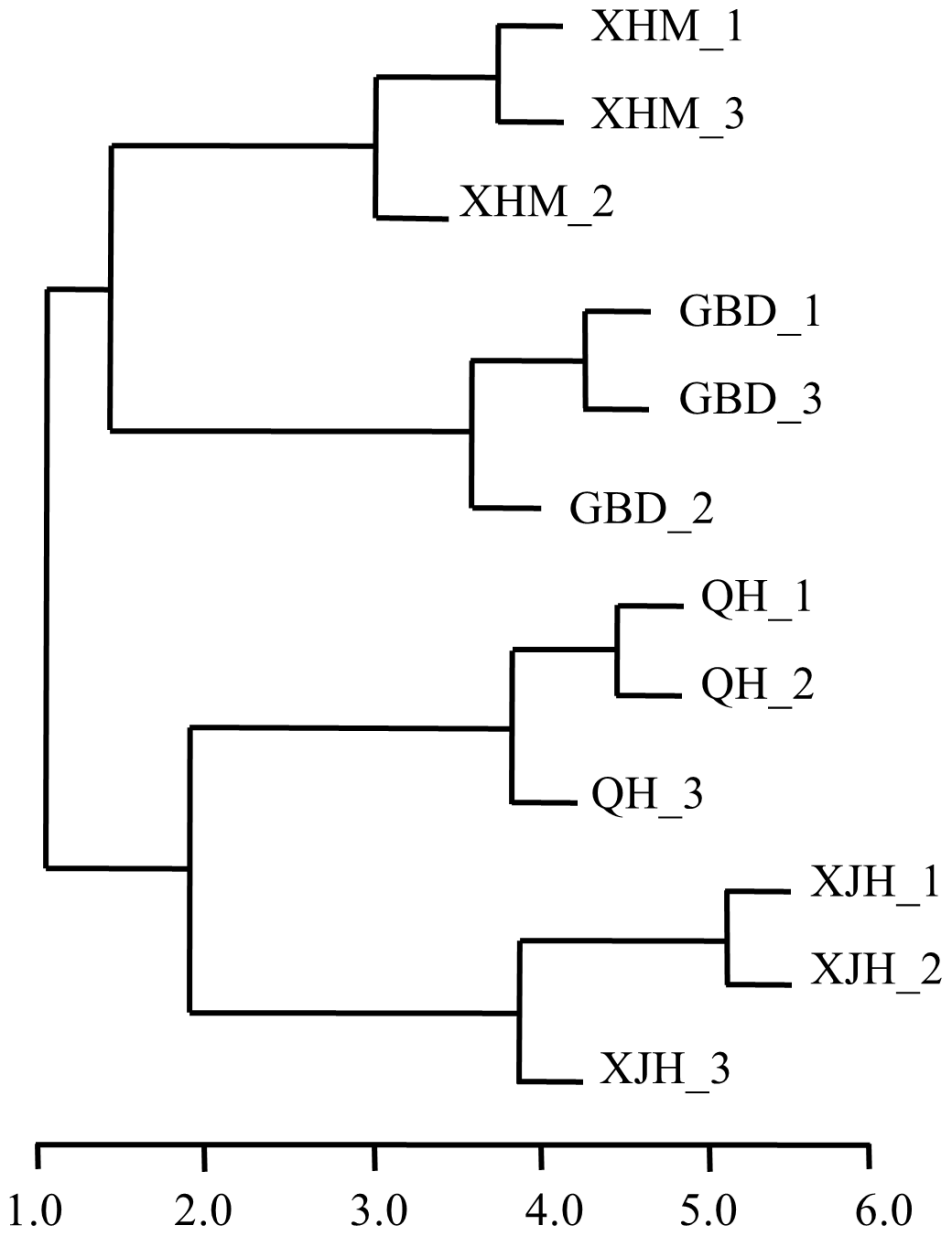
Hierarchical cluster analysis of functional genes in 12 activated sludge samples from four WWTPs named GBD, QH, XHM and XJH. Each sample is named after WWTP plant with “_1”, “_2”, or “_3” that indicates one of three replicate samples from each plant.

**Table 1:** Percentage of overlapping genes and diversity indices of all functional genes in activated sludge samples.

sample	GBD_1	GBD_2	GBD_3	QH_1	QH_2	QH_3	XHM_1	XHM_2	XHM_3	XJH_1	XJH_2	XJH_3
GBD_1												
GBD_2	84.67%											
GBD_3	89.16%	86.65%										
QH_1	69.41%	71.45%	71.96%									
QH_2	67.39%	69.49%	69.22%	85.78%								
QH_3	65.12%	68.03%	67.38%	81.68%	80.53%							
XHM_1	79.10%	80.08%	81.10%	72.82%	69.85%	67.72%						
XHM_2	75.56%	78.38%	77.87%	71.42%	68.90%	68.33%	85.82%					
XHM_3	77.18%	78.64%	79.68%	74.95%	72.89%	71.38%	88.14%	82.43%				
XJH_1	73.92%	77.03%	74.81%	71.96%	71.38%	71.08%	75.72%	76.30%	76.37%			
XJH_2	74.11%	76.22%	74.91%	72.62%	72.29%	72.01%	74.94%	75.19%	76.71%	89.15%		
XJH_3	67.12%	69.41%	67.89%	70.21%	71.17%	70.94%	67.74%	69.71%	69.96%	79.99%	80.27%	
Richness^a^	23064	22434	23554	20862	20610	19688	24268	22831	23413	20774	20838	18847
H^b^	10.1	10.0	10.1	10.0	9.9	9.9	10.1	10.0	10.1	10.0	10.0	9.9
1/D^c^	23301.2	22682.7	23805.7	21049.3	20777.9	19855.9	24452.9	23022.1	23624.7	20959.6	21033.5	18984.4
Evenness^d^	0.996	0.996	0.996	0.996	0.995	0.995	0.994	0.995	0.995	0.995	0.995	0.995

a Detected gene number.

b Shannon–Weiner index, higher number represents higher diversity.

c Reciprocal of Simpson's index, higher number represents higher diversity.

d Evenness index.

To assess α-diversity of microbial communities, Shannon-Weaver index (H), Simpson's (1/D) and evenness were calculated (Table 1). 

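The Shannon index over the normalized signal intensities was 9.76 ± 0.0430 (SD, n = 3) in GBD, 9.76 ± 0.115 in QH, 9.82 ± 0.0448 in XHM and 9.72 ± 0.0837 in XJH, within 9.63 to 9.89 for single samples. The difference between WWTPs did not pass the test (F = 0.906, exact permutation p = 0.479). Where a gene had to be held by 2 of the 3 samples of a WWTP, F was 6.57, and with this requirement applied in every split 4195 of the 15,400 splits had as large an F (exact permutation p = 0.272).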

The values of H were very similar across the 12 samples, ranging from 9.9 to 10.1. Consistently, the Simpson's (1/D) and evenness did not show significant differences among these four plants.

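The reciprocal of Simpson's index was 10,898 ± 692 (SD, n = 3) in GBD, 12,008 ± 306 in QH, 12,607 ± 484 in XHM and 11,922 ± 856 in XJH. Evenness was 0.964 ± 0.00202 (SD, n = 3) in GBD, 0.969 ± 0.00691 in QH, 0.968 ± 0.00402 in XHM and 0.971 ± 0.00167 in XJH. For 1/D the difference between WWTPs had F = 3.92 (exact permutation p = 0.0502), and for evenness F = 1.43 (exact permutation p = 0.303). Leaving out GBD_1, XJH_1 or XJH_2 gave F = 5.10, 6.41 and 5.01 for 1/D (exact permutation p = 0.0338, 0.0184 and 0.0349), and leaving out QH_3 gave F = 6.05 for evenness (exact permutation p = 0.0403). The other single-sample omissions did not pass for either measure.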

The overlapping genes were also determined. 

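Of the detected genes, all 12 samples held 36.3% of 377 genes of ammonification, 35.8% of 5530 genes of organic contaminant degradation, 34.9% of 241 genes of cellulose degradation and 33.5% of 784 genes of carbon fixation. Lower shares were found for genes of dissimilatory nitrate reduction (25.8% of 221) and of methane production and oxidation (20.4% of 147). The shares of the groups are counts over the 12 samples and were not tested against each other. For a pair of samples, the genes detected in both over the genes detected in either were 58.5% to 79.9% across the 66 pairs.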

A large percentage (65–89%) of detected genes were shared among the samples (Table 1), indicative of high similarities of microbial community functional structures among activated sludge of four WWTPs. 

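Samples of the same WWTP shared 78.1% ± 1.61 (SD, 3 pairs) of their detected genes in GBD, 65.0% ± 9.08 in QH, 74.8% ± 1.19 in XHM and 71.3% ± 2.15 in XJH. Between WWTPs, GBD and XHM shared 76.1% ± 1.88 (SD, 9 pairs), and the lowest mean was 67.6% for QH with XJH. The mean was 72.3% (SD 6.49, 12 pairs) within WWTPs and 70.7% (SD 4.87, 54 pairs) between them. The difference of 1.56 percentage points did not pass the test against other splits of the samples (one-sided exact permutation p = 0.106). Leaving out each sample in turn gave a difference of 0.241 to 4.00. The highest came without QH_3 (exact permutation p = 0.00299), the only 1 of the 12 omissions that passed. This p does not allow for the choice of QH_3, which lay away from its own WWTP. On the 8 arrays of low intensity, which also lack QH_3, the difference was 3.89 (exact permutation p = 0.0179). Where a gene had to be held by 2 of the 3 samples of a WWTP, the means were 84.5% and 72.7%, a difference of 11.8. The same requirement raised the difference in the other splits of the samples as well, to a median of 8.60, and 654 of the 15,400 splits were as large (exact permutation p = 0.0425). From the percentage of shared genes the paper proposes that the functional structures of the microbial communities in the activated sludge of the 4 WWTPs are highly similar.

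**Figure D3:**
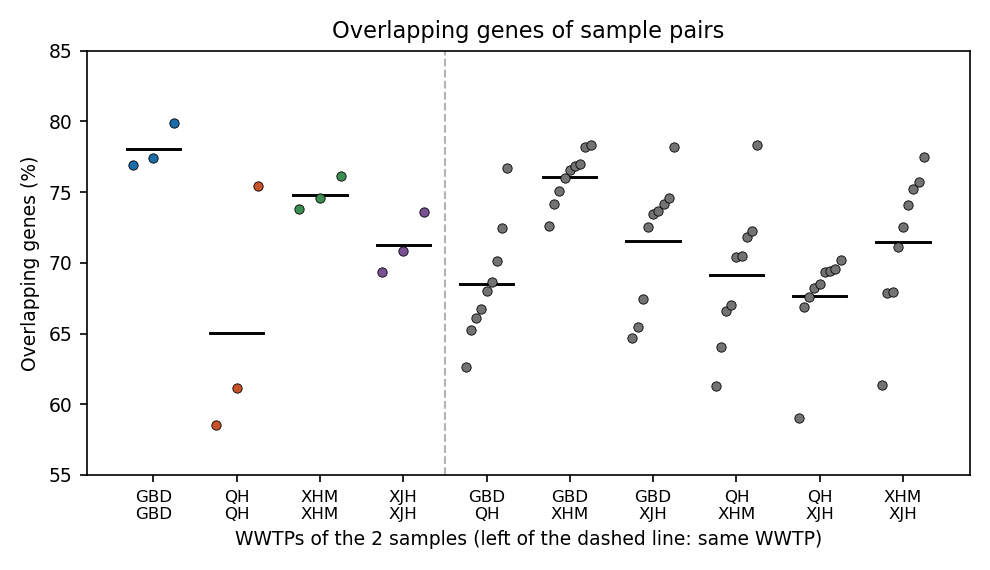
Genes detected in both samples as a percentage of the genes detected in either (vertical axis) for the 66 pairs of samples, grouped by the WWTPs of the pair (horizontal axis), with a point for each pair and a line for the mean. Pairs of the same WWTP are to the left of the dashed line, and the axis starts above 0.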

In consistency to the results of hierarchical clustering analysis, the percentages of the overlapping genes in samples from the same WWTP were higher than those from different WWTPs. For example, sample GBD_1 had 85% and 89% of the genes in common with sample GBD_2 and GBD_3 respectively, but 65% in common with QH_3.

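By the sample names of the deposited values, GBD_1 shared 76.9% of its genes with GBD_2 and 79.9% with GBD_3, as genes detected in both over genes detected in either. With the QH samples it shared 66.1% (QH_1), 68.0% (QH_2) and 76.7% (QH_3). With the XHM samples the shared part was 75.1% to 78.3%, and with the XJH samples 65.5% to 74.2%. The values of the paper's Table 1 lie closest to the deposited ones with the replicate numbers in another order, in which its GBD_1 is GBD_3 here and its QH_3 is QH_1. Where a gene had to be held by 2 of the 3 samples of a WWTP, GBD_3 shared 84.7% with GBD_2, 89.2% with GBD_1 and 65.1% with QH_1. A pair of samples has 1 value, with no replicate error of its own.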

At the phylogenetic level, 87.6–88.7% genes were derived from bacteria, 1.9–2.0% from archaea, and 8.7–9.7% from fungi. *Proteobacteria* was the predominant phylum of bacteria, constituting 50.8–52.2% of all detected microorganisms. *Actinobacteria*, *Firmicutes*, *Cyanobacteria* and *Bacteroidetes* were the subdominant bacterial groups, each containing 14.8–15.5%, 4.6–5.1%, 1.8–2.1% and 1.3–1.6% of detected microorganisms, respectively. *Ascomycota* was the most abundant phylum of fungi, constituting 6.3–7.4% of all detected microorganisms, followed by *Basidiomycota* (1.5–1.7%) as the second most abundant fungal group. In addition, *Euryarchaeota*, containing about 1.5% of detected microorganisms, was the most predominant phylum within archaea. (Table S3 in File S1). 

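Of 137 gene families in 19 functional lists, 0 differed between the WWTPs in summed normalized signal intensity after adjustment (exact permutation test, smallest adjusted p = 0.673), and 7 had an unadjusted p under 0.05. These were merT of mercury transport, glucoamylase of starch degradation, the cadmium resistance family cadBD, aprB of sulfate reduction, exoglucanase of cellulose degradation, arsB of arsenite efflux and the lead exporter pbrA. For merT the sum was 6.53 ± 0.340 (SD, n = 3) in GBD, 4.11 ± 0.535 in QH, 4.28 ± 0.818 in XHM and 3.03 ± 1.39 in XJH (exact permutation p = 0.00610). For exoglucanase it was 33.2 ± 4.10 (SD, n = 3) in GBD, 41.5 ± 3.06 in QH, 40.4 ± 3.66 in XHM and 39.0 ± 0.716 in XJH (exact permutation p = 0.0397). Adjusted over each list alone, 0 families passed. limma on the log2 sums of 136 families gave 0 families as well, 7 of them at an unadjusted p under 0.05. In simulated data the exact test with adjustment found 0 of 20 families changed 2-fold in 1 WWTP and 19 of 20 families that changed by steps of 1.5 over all 4 WWTPs. The exact permutation test with adjustment gave 0 families without QH_3 too, and without any other single sample. limma on the sums, added after the data had been seen, called 30 of the 136 without QH_3, among them merB, B_lactamase, zitB, hao, sox, phtA and narG. Values divided by the array mean sum to the number of detected genes of the array, so family sums can follow that number. Without QH_3 the number itself passed (F = 4.09, exact permutation p = 0.0482), so these calls need not be particular to the families. Where a gene had to be held by 2 of the 3 samples of a WWTP, with the requirement applied in every split, 1 of the 137 passed the exact permutation test (glucoamylase, F = 12.6, adjusted p = 0.0089).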

Taken together, these results indicated overall functional structures as well as phylogenetic diversities of microbial communities within WWTPs appeared to be quite high.

### Carbon Cycling Genes

Carbon cycling, especially carbon degradation, is a crucial biochemical process in WWTPs. The rate of carbon degradation depends on a number of factors, including the availability and types of carbon substrates as well as the microbial community [27]. 

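The 20 families of starch, cellulose, hemicellulose, chitin and lignin degradation held 2356 genes detected in at least 1 sample, 756 of them shared by all samples. Starch degradation was the largest group with 780 genes (252 shared by all samples), with α-amylase, glucoamylase, neopullulanase, pullulanase and cyclomaltodextrinase as its enzymes. Chitin degradation followed with 511 genes (166 shared), then hemicellulose with 503 (149), lignin with 321 (105) and cellulose with 241 (84). These are the families listed in the paper's tables and figures, and counts carry no replicate error.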

Among detected carbon cycling genes, 3,375 genes were involved in the degradation of complex carbon substrates such as cellulose, starch, hemicelluloses, chitin and lignin. Generally, relative abundances and numbers of all detected carbon degradation genes were similar among activated sludge of four WWTPs (Figure 2 and Table S4 in File S1).

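The summed normalized signal intensity of the starch degradation genes was 459 ± 22.9 (SD, n = 3) in GBD, 484 ± 52.0 in QH, 499 ± 25.1 in XHM and 449 ± 27.6 in XJH. For cellulose it was 138 ± 10.1 (SD, n = 3) in GBD, 157 ± 13.2 in QH, 153 ± 5.16 in XHM and 144 ± 1.02 in XJH. For lignin, the plant polymer that peroxidases and phenol oxidases break down, it was 198 ± 10.3 (SD, n = 3) in GBD, 204 ± 24.8 in QH, 219 ± 8.80 in XHM and 198 ± 18.0 in XJH. None of the 20 families differed between WWTPs after adjustment (exact permutation test), and 2 had an unadjusted p under 0.05. One of these was glucoamylase, which releases glucose from starch, at 26.3 ± 0.899 (SD, n = 3) in GBD, 29.7 ± 1.58 in QH, 28.2 ± 0.373 in XHM and 26.6 ± 1.47 in XJH (exact permutation p = 0.0114, adjusted p = 0.673). Among single genes shared by all samples limma called 0 in these lists, also when adjusted over the list alone, while 19 of 252 starch, 11 of 84 cellulose, 7 of 149 hemicellulose, 6 of 166 chitin and 3 of 105 lignin genes had an unadjusted p under 0.05. For QH_1 and QH_2, limma without QH_3 called 17 of 263 genes as higher and 21 as lower for starch, and 7 of 86 genes as higher and 6 as lower for cellulose. The calls were 3 higher and 10 lower of 151 for hemicellulose, 5 and 10 of 170 for chitin, and 1 and 8 of 109 for lignin. In this order the shares were 14.4%, 15.1%, 8.61%, 8.82% and 8.26%, against 13.7% of the genes outside the functional lists. On the 8 arrays of low intensity the same 2 samples had 14 genes higher and 452 lower of 12,799 over all genes. Outside the lists, and chosen after its values were seen, the fungal cellobiase gene 189210447 was higher in GBD, at a log2 difference of 1.39 (SE 0.197, limma adjusted p = 0.00438). With array brightness as a block, where QH_3 is the only bright array outside GBD, it was 1.31 (SE 0.347, limma adjusted p = 0.121).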

**Figure 2:**
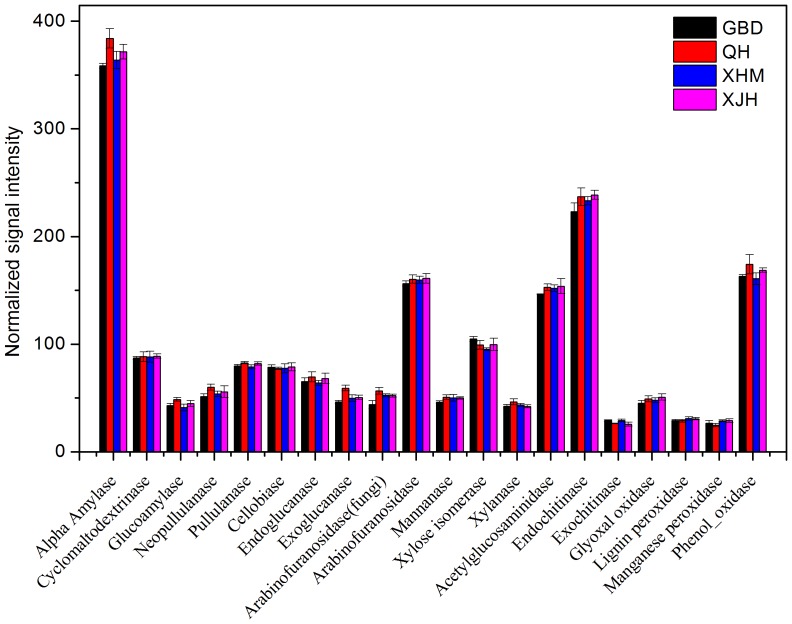
The normalized signal intensity of detected key genes involved in carbon cycling. The signal intensity for each functional gene was the average of the signal intensity from all the replicates. All data are presented as mean ± SE.

Endoglucanase are responsible for the initial steps of cellulose degradation. A total of 41 *egl* genes encoding endoglucanase were detected, and about half of them (20 genes) were commonly shared by all samples (Figure S1 in File S1). 

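The data held 76 endoglucanase genes in at least 1 sample, and 28 of them were shared by all samples. Endoglucanase gene 197934254 had a normalized signal intensity of 1.18 ± 0.405 (SD, n = 12 samples) and ranked 16 of 76 in mean intensity. Gene 149121623 stood at 0.637 ± 0.219 in all 12 samples, and gene 171059025 at 0.657 ± 0.134 in 11 samples, with GBD_3 as the exception. Summed over the family, the intensity was 51.0 ± 3.08 (SD, n = 3) in GBD, 57.3 ± 4.04 in QH, 53.5 ± 2.13 in XHM and 50.4 ± 1.48 in XJH. The difference between WWTPs did not pass the test (exact permutation p = 0.0654, adjusted p = 0.785), nor did that of the 2 genes detected everywhere (limma adjusted p = 0.572 for both).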

Nearly all of the *egl* genes were derived from isolated microorganisms, including the probes from the sequenced 149121623 (protein id number) of *Methylobacterium* sp. 4–46, 197934254 of *Streptomyces sviceus* ATCC 29083, and 171059025 of *Leptothrix cholodnii* SP-6.

α-Amylase functions to hydrolyze starch to yield glucose and maltose, which plays an important role in starch degradation. A total of 366 *amyA* genes encoding α-amylase were detected, among which 156 genes were commonly shared across all samples. 

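Of 447 amyA genes detected in at least 1 sample, 156 were shared by all samples. Gene 113897923 had a normalized signal intensity of 1.27 ± 0.424 (SD, n = 12), gene 50842594 of 0.922 ± 0.217 and gene 240169491 of 1.07 ± 0.327, all 3 in every sample. None of them passed the test over the WWTPs (limma adjusted p = 0.589, 0.572 and 0.606). The sum over all amyA genes was 279 ± 14.9 (SD, n = 3) in GBD, 292 ± 32.1 in QH, 306 ± 15.7 in XHM and 272 ± 22.4 in XJH (exact permutation p = 0.353, adjusted p = 0.798).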

Almost all the detected *amyA* genes were derived from isolated organisms such as 113897923 of *Herpetosiphon aurantiacus* ATCC 23779, 50842594 of *Propionibacterium acnes* KPA171202, 240169491 of *Mycobacterium kansasii* ATCC 12478.

Xylanase is an enzyme that breaks down hemicellulose, which is a major component of plant cell walls. 33 xylanase genes were detected, and 13 of them were shared by all samples (Figure S2 in File S1). Most of xylanase genes were from isolates such as 113935746 of *Caulobacter* sp. K31, 116098389 of *Lactobacillus brevis* ATCC 367, 68230042 of *Frankia* sp. EAN1pec, etc. Also a total of 422 genes encoding chitin degradative enzymes, including endochitinase, acetylglucosaminidase and exochitinase, were found in all 12 samples. 

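Xylanase genes numbered 54 in at least 1 sample, with 14 shared by all samples. Gene 68230042 had a normalized signal intensity of 0.943 ± 0.122 (SD, n = 12) and ranked 9 of 54, and gene 116098389 stood at 0.575 ± 0.147 in all 12 samples. Gene 113935746 was detected in 9 samples, at 0.606 ± 0.112, and not in GBD_1, GBD_3 and XHM_1. The family as a whole summed to 27.3 ± 2.28 (SD, n = 3) in GBD, 31.5 ± 1.88 in QH, 27.8 ± 2.26 in XHM and 26.7 ± 2.09 in XJH, a difference that did not pass the test (exact permutation p = 0.0950, adjusted p = 0.798).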

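Chitin, the polymer of fungal cell walls and arthropod shells, is cut inside the chain by endochitinase, at the chain end by exochitinase and to monomers by acetylglucosaminidase. Endochitinase had 287 detected genes (99 shared by all samples), acetylglucosaminidase 186 (56) and exochitinase 38 (11). Endochitinase summed to a normalized signal intensity of 169 ± 11.9 (SD, n = 3) in GBD, 182 ± 19.7 in QH, 188 ± 8.41 in XHM and 174 ± 11.8 in XJH (exact permutation p = 0.381, adjusted p = 0.798). Acetylglucosaminidase summed to 103 ± 6.27 (SD, n = 3) in GBD, 108 ± 15.4 in QH, 119 ± 5.05 in XHM and 104 ± 6.43 in XJH (exact permutation p = 0.226, adjusted p = 0.798).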

For genes encoding endochitinase, 99 out of 239 genes were shared by all samples.

A total of 268 genes related to lignin degradation were detected, including genes encoding glyoxal oxidase (*glx*), ligninase (*lip*), manganese peroxidase (*mnp*) and phenol oxidase (*lcc*). Many of these genes were detected across all samples. For example, 13 out of 28 *lip* genes were shared by all samples and all of them were derived from isolates (Figure S3 in File S1). Similarly, almost all genes of *glx*, *mnp* and *lcc* were from isolated microorganisms rather than uncultured microorganisms.

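Phenol oxidase, which oxidizes phenolic units of lignin, made up most of the group with 204 detected genes, 65 of them shared by all samples. Glyoxal oxidase, which supplies hydrogen peroxide to the peroxidases, had 53 genes (18 shared), and manganese peroxidase 32 (11). Phenol oxidase summed to 116 ± 4.44 (SD, n = 3) in GBD, 124 ± 7.86 in QH, 127 ± 7.15 in XHM and 119 ± 10.6 in XJH (exact permutation p = 0.329, adjusted p = 0.798). Manganese peroxidase stood at 27.2 ± 2.49 (SD, n = 3) in GBD, 23.0 ± 7.94 in QH, 32.0 ± 4.92 in XHM and 27.8 ± 5.14 in XJH, which did not pass either (exact permutation p = 0.322).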

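Ligninase genes were 32 in number, and 11 of them were detected in every sample. Their summed normalized signal intensity was 20.8 ± 2.04 (SD, n = 3) in GBD, 20.8 ± 4.42 in QH, 22.5 ± 2.01 in XHM and 19.0 ± 1.57 in XJH (exact permutation p = 0.520, adjusted p = 0.798).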

### Nitrogen Cycling Genes

As nitrogen removal is one of the most important functions in WWTPs, we examined the nitrogen cycling genes and their relationship to nitrogen concentrations. 

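Denitrification, the reduction of nitrate to gaseous nitrogen, had 1255 genes detected in at least 1 sample (390 shared by all samples), of which narG of nitrate reductase alone had 589 (203). Ammonification had 377 genes (137 shared), assimilatory nitrate and nitrite reduction 193 (60), and hao of nitrification 16 (4). Together these 12 families held 1841 genes, 591 of them shared by all samples; amoA was not analysed here. Outside these groups, dissimilatory reduction to ammonium (napA and nrfA) had 221 genes and nifH of nitrogen fixation 463.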

A total of 2,055 genes involved in ammonification, nitrification, denitrification and assimilatory nitrate/nitrite reduction were detected by GeoChip 4.2. Similar to carbon degradation genes, the relative abundances of detected nitrogen cycling genes were similar among activated sludge of four WWTPs (Figure 3).

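The denitrification genes summed to a normalized signal intensity of 794 ± 46.3 (SD, n = 3) in GBD, 742 ± 197 in QH, 813 ± 85.1 in XHM and 682 ± 73.0 in XJH, and the ammonification genes to 298 ± 7.20 (SD, n = 3) in GBD, 274 ± 43.1 in QH, 300.3 ± 25.2 in XHM and 271 ± 29.6 in XJH. For narG the sum was 418 ± 29.4 (SD, n = 3) in GBD, 372 ± 111 in QH, 414 ± 44.1 in XHM and 349 ± 33.8 in XJH, and for norB of nitric oxide reductase 32.9 ± 4.13 (SD, n = 3) in GBD, 31.7 ± 12.4 in QH, 33.0 ± 2.84 in XHM and 28.6 ± 3.41 in XJH. The lowest unadjusted p of the 12 families was that of hao, 5.53 ± 0.615 (SD, n = 3) in GBD, 6.09 ± 1.58 in QH, 5.32 ± 0.923 in XHM and 7.80 ± 0.693 in XJH (exact permutation p = 0.0731, adjusted p = 0.785). None of the 12 passed the exact permutation test after adjustment, and 0 had an unadjusted p under 0.05. Single genes of denitrification gave 0 calls in limma, also when adjusted over the list alone, with 29 of 390 at an unadjusted p under 0.05. Without QH_3 limma called 9 of 403 denitrification genes as higher and 44 as lower in QH_1 and QH_2, 13.2% against 13.7% of the genes outside the functional lists. For the sums of narG, hao and nirB limma without QH_3 gave adjusted p = 0.0373, 0.0340 and 0.0347 over 136 families. The exact permutation test with adjustment called 0 families without QH_3. In simulated data on 12 samples this test found 0 of 20 families changed 2-fold in 1 WWTP, so its 0 does not argue against such a change. Family sums can also follow the number of detected genes.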

**Figure 3:**
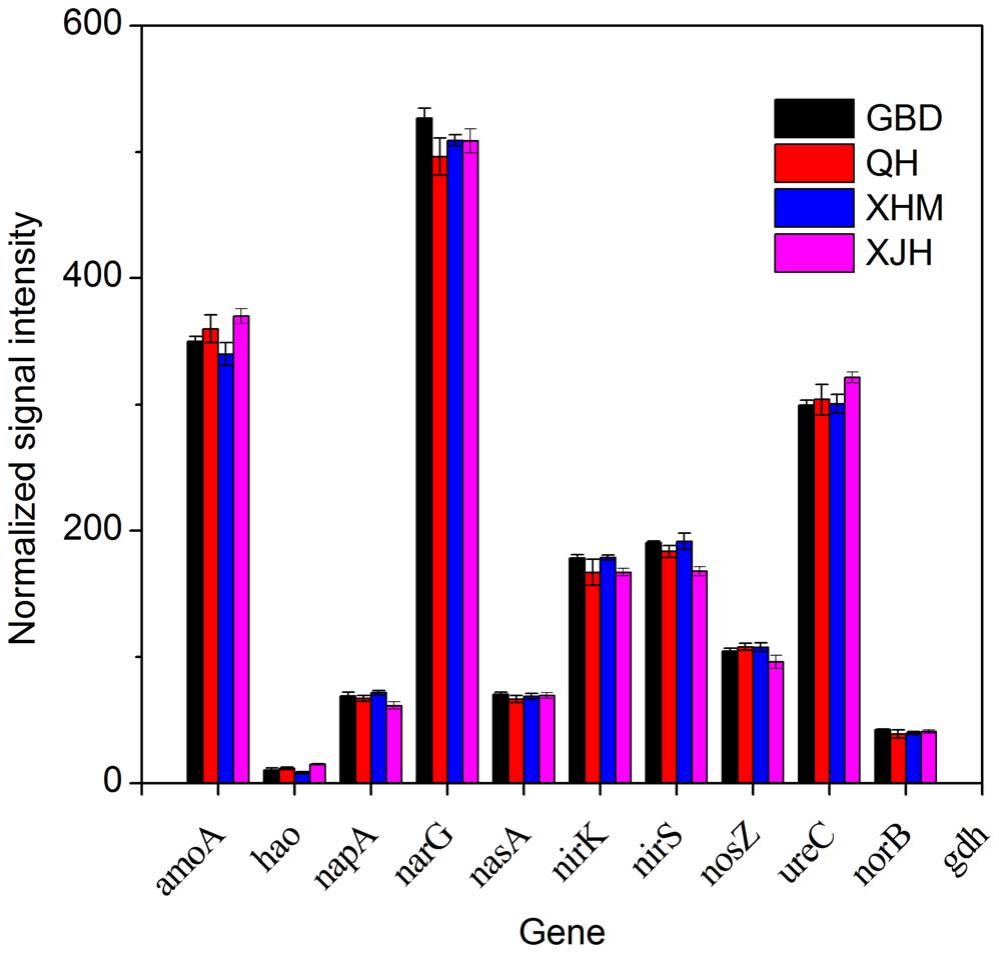
The normalized signal intensity of detected key genes involved in nitrogen cycling. The signal intensity for each functional gene was the average of the signal intensity from all the replicates. All data are presented as mean ± SE.

Of 197 detected *nirS* genes encoding nitrite reductases, 65 were present in all samples. 

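nirS, the cytochrome cd1 nitrite reductase, had 243 genes detected in at least 1 sample and 65 shared by all samples. Its normalized signal intensity summed to 132 ± 4.07 (SD, n = 3) in GBD, 131 ± 29.6 in QH, 139 ± 15.4 in XHM and 114 ± 17.2 in XJH (exact permutation p = 0.442, adjusted p = 0.798). The number of detected nirS genes per sample ran from 112 to 205.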

7 genes were derived from isolates, while the majority of genes were derived from environmental clones in various environments. 

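Influent TN was 58 mg/L in GBD, 64 in QH, 46 in XHM and 48 in XJH, and influent ammonia 52, 58, 36 and 42 mg/L. The Bray-Curtis distance between samples over nirS genes had a Mantel r = 0.106 (jackknife SE 0.156, one-sided permutation p = 0.156, adjusted p = 0.787) with the difference in TN, and r = 0.0483 (jackknife SE 0.156, one-sided permutation p = 0.303, adjusted p = 0.813) with that in ammonia. Adjustment was over the 23 pairs of gene family and variable, and the permutations were of the 12 samples. Each variable has 1 value per WWTP, so that only 4 values stand behind a correlation, and with the WWTPs permuted whole the p was 0.542 for TN.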

The results of Mantel test showed that the abundance of *nirS* genes was positively correlated to the influent concentrations of TN (r = 0.489, *P*<0.01) and ammonia (r = 0.498, *P*<0.01) (Table S5 in File S1).

For *nirK* genes encoding nitrite reductases, 184 genes were detected. Among them, 62 genes were present in all samples. Most of them were from laboratory clones, while only 10 genes were derived from isolates. 

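nirK, the copper nitrite reductase, had 233 genes detected in at least 1 sample, and 62 in every sample. Summed over these genes, the normalized signal intensity was 119 ± 6.90 (SD, n = 3) in GBD, 117 ± 25.8 in QH, 125 ± 11.9 in XHM and 114 ± 11.5 in XJH, with no difference past the test (exact permutation p = 0.843, adjusted p = 0.888).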

The results of Mantel test indicated that *nirK* genes were positively correlated to the concentrations of influent TN (r = 0.421, *P*<0.01) and ammonia (r = 0.358, *P*<0.05) (Table S5 in File S1).

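Distances over nirK genes had a Mantel r = 0.154 (jackknife SE 0.169, one-sided permutation p = 0.0899, adjusted p = 0.689) with influent TN and r = 0.0746 (jackknife SE 0.167, one-sided permutation p = 0.231, adjusted p = 0.813) with influent ammonia. Without QH_3, r with TN was 0.289 (permutation p = 0.0329, adjusted p = 0.269).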

For *nosZ* genes encoding nitrous oxide reductases, 110 genes were detected. Among them, 43 were shared by all samples. 

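Genes of nosZ, the enzyme of the last step of denitrification, were detected 139 in number, 43 of them in every sample. Gene 83816541 had a normalized signal intensity of 0.504 ± 0.132 (SD, n = 12) and gene 82947026 of 0.484 ± 0.135 (SD, n = 12), with no difference past the test over the WWTPs (limma adjusted p = 0.717 and 0.655). Gene 39935130 was detected in 5 samples, at 0.503 ± 0.0779: GBD_2, GBD_3, QH_2, XHM_1 and XHM_3. The nosZ sum was 92.4 ± 5.88 (SD, n = 3) in GBD, 91.7 ± 18.9 in QH, 101 ± 12.1 in XHM and 75.9 ± 8.58 in XJH (exact permutation p = 0.176, adjusted p = 0.798).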

94 *nosZ* genes were derived from uncultured microorganisms and 16 were from cultured organisms, including 39935130 of *Rhodopseudomonas palustris* CGA009, 83816541 of *Salinibacter ruber* DSM 13855, 82947026 of *Magnetospirillum magneticum* AMB-1, etc (Figure 4). 

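For nosZ genes the Mantel correlation was 0.0216 (jackknife SE 0.191, permutation p = 0.369) with influent TN and -0.0210 (jackknife SE 0.193, permutation p = 0.530) with influent ammonia, both one-sided over the 12 samples. After adjustment p was 0.813 for both.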

The results of Mantel test analysis showed abundances of *nosZ* genes were positively correlated with the concentrations of influent TN (r = 0.348, *P*<0.05) and ammonia (r = 0.338, *P*<0.01) (Table S5 in File S1).

**Figure 4:**
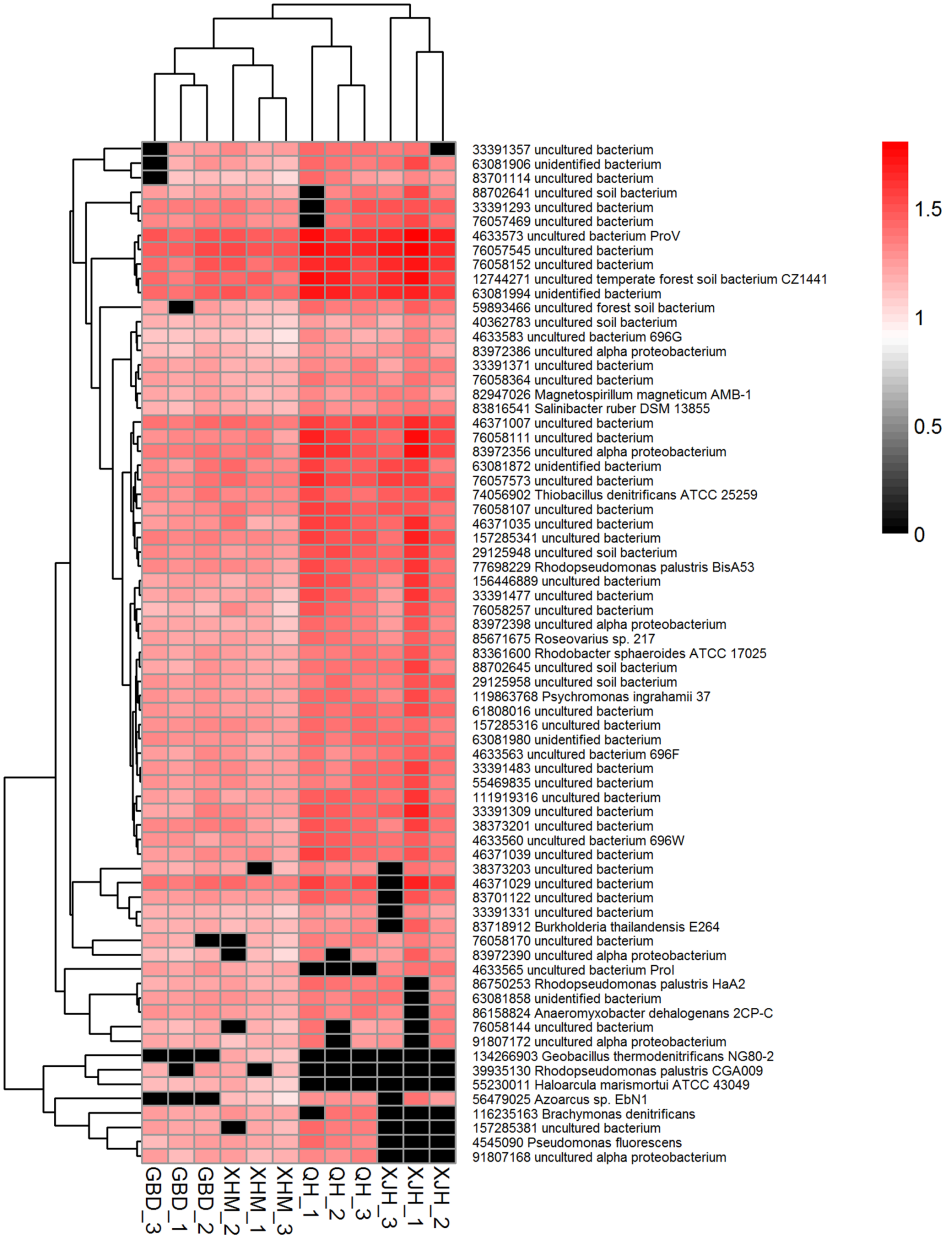
The hierarchical cluster analysis of *nosZ* genes encoding nitrous oxide reductases. The protein id number and its derived organism for each gene are indicated. The color intensity of each panel shows the normalized signal intensity of individual genes, referring to color key at the top right.

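ureC, the large subunit of urease that releases ammonium from urea, had 345 genes detected in at least 1 sample, and 128 were shared by all samples. Gene 13474128 was higher in GBD, at 1.96 ± 0.111 (SD, n = 3) against 0.559 ± 0.134 (SD, n = 9) in the other WWTPs, a log2 difference of 1.85 (SE 0.203, limma adjusted p = 8.41e-04). It was the only ammonification gene of 137 called for GBD (2 when adjusted over the list alone), and with array brightness as a block, where QH_3 is the only bright array outside GBD, its difference was 1.09 (SE 0.275, limma adjusted p = 0.112). The family summed to 284 ± 7.07 (SD, n = 3) in GBD, 261 ± 36.6 in QH, 285 ± 23.4 in XHM and 258 ± 26.9 in XJH, which did not pass the test (exact permutation p = 0.470, adjusted p = 0.798).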

295 *ureC* genes encoding ureases were detected, and 128 genes were shared by all samples. Unlike other nitrogen genes, most of the *ureC* genes were form cultured microorganisms and only 9 from uncultured bacteria. The results of Mantel test showed a positive correlation between *ureC* genes and the concentrations of influent TN (r = 0.463, *P*<0.01) and ammonia (r = 0.393, *P*<0.01) (Table S5 in File S1).

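Between distances over ureC genes and differences in influent TN the Mantel test gave r = 0.169 (jackknife SE 0.155, one-sided permutation p = 0.0824, adjusted p = 0.689), and for influent ammonia r = 0.0997 (jackknife SE 0.156, one-sided permutation p = 0.171, adjusted p = 0.787). Leaving out QH_3 gave r = 0.292 with TN (permutation p = 0.0422, adjusted p = 0.269).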

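hzo encodes the enzyme that oxidizes hydrazine to dinitrogen in anaerobic ammonium oxidation, and 6 hzo genes were detected in at least 1 sample. Gene 224712622 held 67.8% of the summed hzo intensity, at 5.15 ± 1.45 (SD, n = 9 samples), and was not detected in QH_3, XHM_3 and XJH_3. Genes 208605292 and 224712632 were detected in every sample, at 0.906 ± 0.25 and 0.786 ± 0.202 (SD, n = 12), and gene 208605290 in 4 samples, at 0.310 ± 0.0509. The hzo sum was 6.05 ± 0.739 (SD, n = 3) in GBD, 6.30 ± 3.81 in QH, 4.57 ± 2.48 in XHM and 5.88 ± 3.68 in XJH (exact permutation p = 0.867, adjusted p = 0.893).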

Only four *hzo* genes encoding hydrazine oxidoreductases were detected, including two genes (208605292 and 224712632) from *Candidatus Brocadia* sp. and two genes (224712622 and 208605290) from uncultured *Planctomycete*. No significant correlation between *hzo* genes and the concentrations of influent TN (*P*>0.05) and ammonia (*P*>0.05) (Table S5 in File S1) was observed.

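Mantel r of hzo genes was -0.0697 (jackknife SE 0.0862, permutation p = 0.698) with influent TN and -0.0647 (jackknife SE 0.119, permutation p = 0.637) with influent ammonia (one-sided for a positive r, adjusted p = 0.856 for both).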

### Phosphorus Cycling Genes

Phosphorus removal from WWTPs is a key factor in preventing eutrophication of surface waters. 

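Across the phosphorus families, 520 genes were detected in at least 1 sample and 154 in every sample. Their normalized signal intensity summed to 379 ± 15.0 (SD, n = 3) in GBD, 370.2 ± 67.9 in QH, 407 ± 36.7 in XHM and 349.9 ± 35.3 in XJH (exact permutation p = 0.474). For phytase, which releases phosphate from phytate, the sum was 13.3 ± 1.21 (SD, n = 3) in GBD, 15.8 ± 0.854 in QH, 15.0 ± 0.543 in XHM and 14.4 ± 1.91 in XJH. One of the 154 genes, ppx 108463770 of an exopolyphosphatase, was higher in GBD, at a log2 difference of 1.29 (SE 0.205, limma adjusted p = 0.0116), and the count was 2 when adjusted over the list alone. The gene ppx 108463770 was chosen after its values were seen, and with array brightness as a block, where QH_3 is the only bright array outside GBD, its difference was 1.03 (SE 0.358, limma adjusted p = 0.165). With QH_3 left out, limma called 3 of 158 genes as higher and 18 as lower in QH_1 and QH_2, 13.3% against 13.7% of the genes outside the functional lists.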

Genes encoding exopolyphosphatase (*ppx*) for inorganic polyphosphate degradation, polyphosphate kinase (*ppk*) for catalyzing the formation of polyphosphate from ATP and phytase for phytate degradation were detected among all samples (Figure 5).

**Figure 5:**
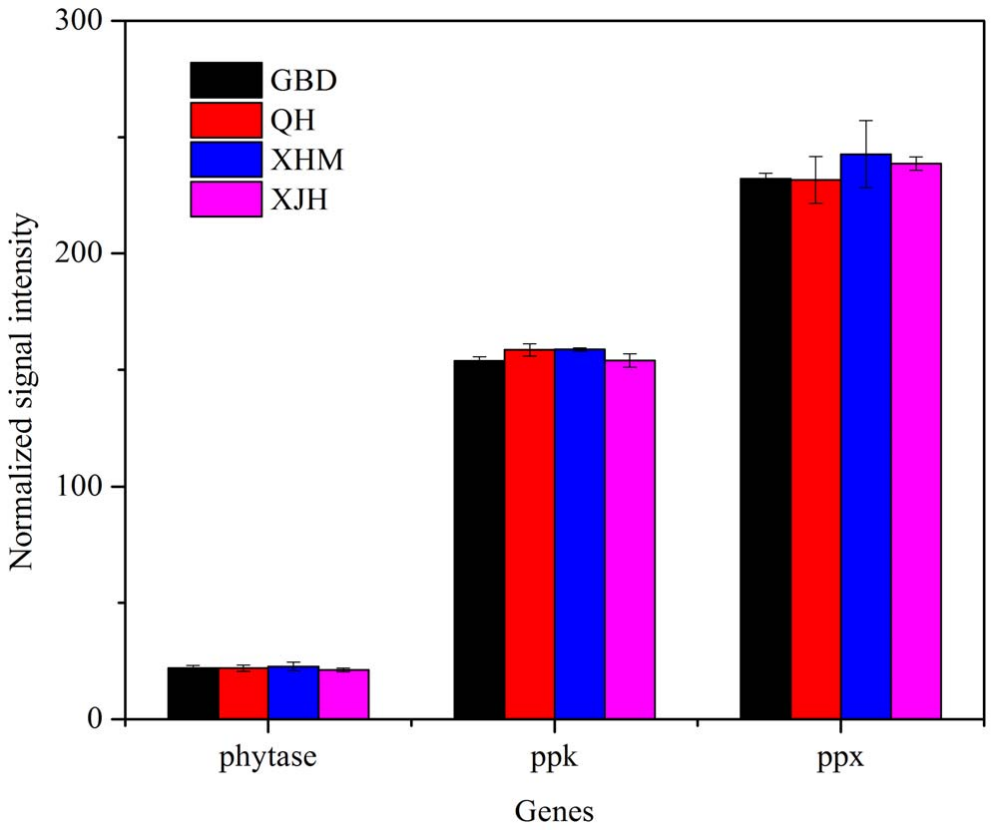
The normalized signal intensity of detected key genes involved in phosphorus cycling. The signal intensity for each functional gene was the average of the signal intensity from all the replicates. All data are presented as mean ± SE.

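Exopolyphosphatase genes 171060286, 21221778 and 85709358 were detected in every sample, at a normalized signal intensity of 2.80 ± 0.371, 2.57 ± 0.922 and 0.799 ± 0.103 (SD, n = 12). The first pair ranked 14 and 15 among 301 ppx genes, 90 of which were shared by all samples. Gene 21221778 stood at 3.61 ± 0.996 (SD, n = 3) in GBD and 2.05 ± 0.410 in XJH, a spread that did not pass the test over the WWTPs (limma adjusted p = 0.572). The ppx sum was 239 ± 7.68 (SD, n = 3) in GBD, 225 ± 49.2 in QH, 250.1 ± 26.1 in XHM and 211 ± 23.4 in XJH (exact permutation p = 0.461, adjusted p = 0.798).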

A total of 90 of 246 detected *ppx* genes were shared by all samples, including genes derived from *Leptothrix cholodnii* SP-6 (171060286), *Streptomyces coelicolor* A3(2) (21221778), *Erythrobacter* sp. NAP1 (85709358). Nevertheless, there was no significant correlation between *ppx* genes and the concentrations of influent TP (Table S5 in File S1). 

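With influent TP, 6 mg/L in GBD, 6.1 in QH, 6.8 in XHM and 6.1 in XJH, ppx genes had a Mantel r = -0.175 (jackknife SE 0.131, one-sided permutation p = 0.909, adjusted p = 0.909).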

For *ppk*, 57 of 165 detected genes were shared by all samples. 

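Polyphosphate kinase, which builds polyphosphate, had 191 ppk genes in at least 1 sample and 57 in every sample, with a summed normalized signal intensity of 127 ± 7.04 (SD, n = 3) in GBD, 129.8 ± 18.6 in QH, 141 ± 12.1 in XHM and 125 ± 13.9 in XJH (exact permutation p = 0.485, adjusted p = 0.798). Distances over ppk genes had a Mantel r = -0.106 (jackknife SE 0.101, one-sided permutation p = 0.746, adjusted p = 0.856) with influent TP.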

Significantly positive correlation was observed between *ppk* gene abundances and the concentrations of influent TP (r = 0.242, *P*<0.05) (Table S5 in File S1). In addition, a total of 27 phytase genes were detected. Among them, 7 were shared by all samples (Figure S4 in File S1). 

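The data held 28 phytase genes, 7 of them detected in every sample, and single samples held 15 to 22. The WWTPs had no difference past the test in the summed phytase intensity (exact permutation p = 0.163, adjusted p = 0.798).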

The results of Mantel tests suggested that there was no significant correlation between phytase genes and influent TP (Table S5 in File S1).

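For phytase genes and influent TP the Mantel test gave r = -0.201 (jackknife SE 0.145, one-sided permutation p = 0.861, adjusted p = 0.90).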

### Sulfur Cycling Genes

A total of 1,241 genes involved in sulfite reductase, adenylylsulfate reductase, sulphur oxidation, sulfide oxidation were detected. 

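Sulfur cycling genes numbered 1531 in at least 1 sample, and 437 were shared by all samples. The largest families were dsrA (436 genes) and dsrB (302), the subunits of dissimilatory sulfite reductase in sulfate-reducing microorganisms. Summed over the 9 families, the normalized signal intensity was 961 ± 26.3 (SD, n = 3) in GBD, 894 ± 161 in QH, 992 ± 98.9 in XHM and 848 ± 111 in XJH (exact permutation p = 0.418). aprB, the small subunit of adenylylsulfate reductase, stood at 19.6 ± 1.42 (SD, n = 3) in GBD, 19.2 ± 1.05 in QH, 22.6 ± 2.11 in XHM and 16.8 ± 3.26 in XJH (exact permutation p = 0.0225, adjusted p = 0.772). Of the 437 genes, limma called 1 as higher in GBD (1 when adjusted over the list alone): dsrA 158523550, chosen after its values were seen, at a log2 difference of 1.48 (SE 0.261, limma adjusted p = 0.0304). The test over the 4 WWTPs did not call it (limma adjusted p = 0.109), and with array brightness as a block, where QH_3 is the only bright array outside GBD, its difference was 0.29 (SE 0.333, limma adjusted p = 0.707). Omitting QH_3, limma called 12 of 448 genes as higher and 45 as lower in QH_1 and QH_2, 12.7% against 13.7% of the genes outside the functional lists.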

The relative abundances of sulfur cycling genes were presented in Figure 6 . Among them, there were 46 *aprA* genes encoding dissimilatory adenosine-5′-phosposulfate reductase, a key enzyme involved in microbial sulfate reduction and sulfur oxidation. 

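The array design holds adenylylsulfate reductase genes under more than 1 name. Under the name AprA 59 genes were detected and 12 were shared by all samples, and under the name APS_AprA 74 and 20. The AprA genes summed to a normalized signal intensity of 33.4 ± 4.40 (SD, n = 3) in GBD, 32.9 ± 7.49 in QH, 36.4 ± 1.20 in XHM and 29.5 ± 2.12 in XJH (exact permutation p = 0.371, adjusted p = 0.798), and the APS_AprA genes to 49.3 ± 2.58 (SD, n = 3) in GBD, 44.1 ± 4.43 in QH, 50.2 ± 4.05 in XHM and 43.1 ± 4.10 in XJH (exact permutation p = 0.131, adjusted p = 0.798).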

15 of 22 *aprA* genes present in all 12 samples were derived from isolates (Figure S5 in File S1). In addition, 327 *dsrA* genes encoding dissimilatory sulfite reductase were detected. Of the 100 genes shared by all samples, most genes were derived from uncultured microorganisms except for 18 genes from isolates such as 107784967 of *Desulfovibrio desulfuricans*, 13992710 of *Bilophila wadsworthia* and 83573380 of *Moorella thermoacetica* ATCC 39073. 

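Of 436 dsrA genes, 100 were detected in every sample. Gene 13992710 had a normalized signal intensity of 1.03 ± 0.232 (SD, n = 12), gene 107784967 of 0.597 ± 0.113 and gene 83573380 of 0.455 ± 0.0567, with no difference past the test over the WWTPs (limma adjusted p = 0.718, 0.897 and 0.783). The dsrA sum was 208 ± 5.82 (SD, n = 3) in GBD, 223 ± 27.9 in QH, 219.5 ± 12.6 in XHM and 196 ± 11.0 in XJH (exact permutation p = 0.276, adjusted p = 0.798).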

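sox genes of sulfur oxidation were detected 237 in number, with 77 in every sample. Gene 214028622 ranked 10 of 237, at a normalized signal intensity of 2.61 ± 1.03 (SD, n = 12), while genes 56677633 and 255258527 stood at 0.489 ± 0.13 and 0.452 ± 0.0705. By limma these genes did not pass the test over the WWTPs (adjusted p = 0.572, 0.589 and 0.761). The family summed to 186 ± 9.92 (SD, n = 3) in GBD, 158 ± 51.8 in QH, 181 ± 13.4 in XHM and 153 ± 23.9 in XJH (exact permutation p = 0.495, adjusted p = 0.798). Without QH_3 the sox sum passed in limma (adjusted p = 0.0340 over 136 families), while the exact permutation test with adjustment called 0 families. In simulated data on 12 samples that exact test found 0 of 20 families changed 2-fold in 1 WWTP, so its 0 does not argue against such a change. The sox sum can also follow the number of detected genes.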

For *sox* genes encoding sulfite oxidase, 77 of 205 detected genes were shared by all samples, of which most were derived from isolated microorganisms such as 56677633 of *Silicibacter pomeroyi* DSS-3, 255258527 of *Sideroxydans lithotrophicus* ES-1, 214028622 of *Ruegeria* sp. R11.

**Figure 6:**
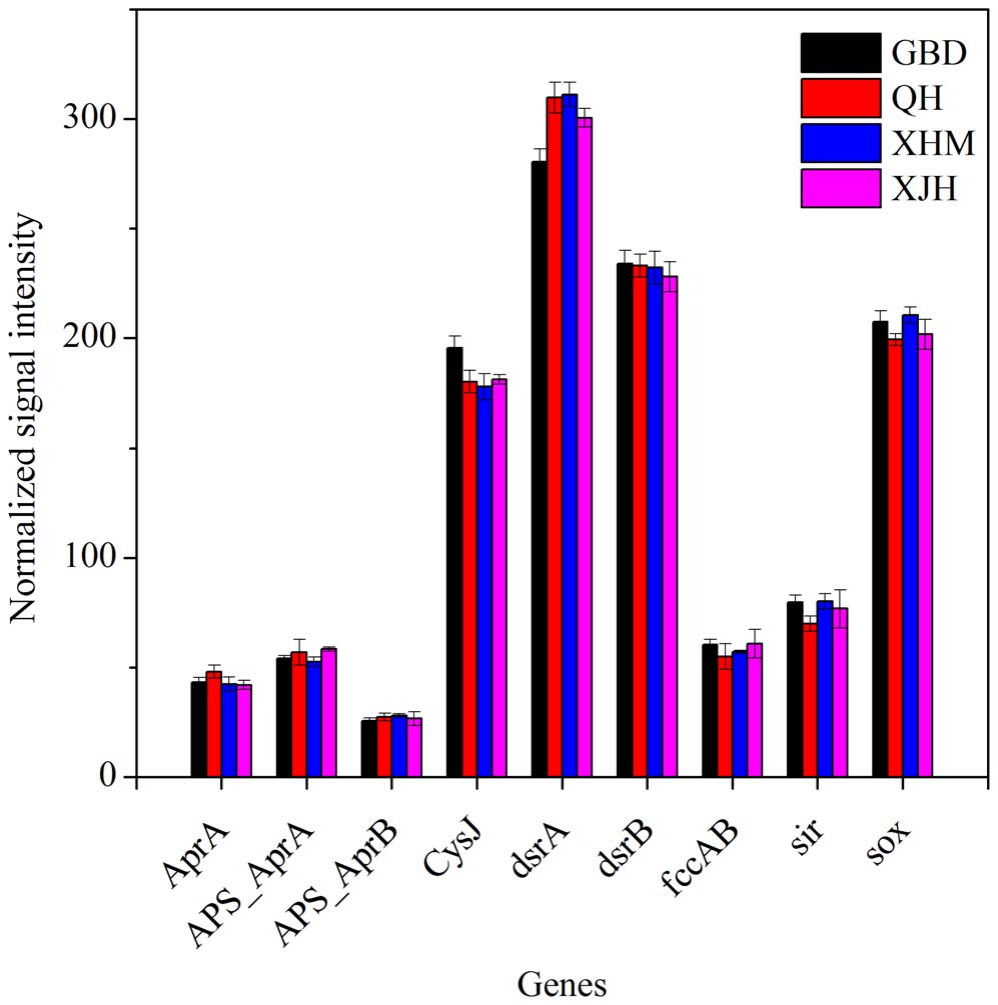
The normalized signal intensity of detected key genes involved in sulfur cycling. The signal intensity for each functional gene was the average of the signal intensity from all the replicates. All data are presented as mean ± SE.

### Degradation of Organic Contaminants

Organic contamination is a concern and a lot of research has been undertaken to examine the role of microorganisms in the degradation and remediation of organic contaminants [14]. 

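The 41 families named in the paper's text and Figure 7 for organic contaminants held 5530 genes in at least 1 sample, 1981 of them in every sample. Of the 1981 genes, 4 differed between the WWTPs in limma (5 when adjusted over the list alone), with 175 at an unadjusted p under 0.05. In XHM phtA 117992010, a dioxygenase of phthalate degradation, was higher, at 1.52 (SE 0.177, limma adjusted p = 0.00210) on the log2 scale, with a normalized signal intensity of 2.16 ± 0.334 (SD, n = 3) against 0.732 ± 0.186 (SD, n = 9). Also in XHM a catechol dioxygenase gene of aromatic ring cleavage, Catechol 221070130, was higher, at 1.43 (SE 0.184, limma adjusted p = 0.00256), though limma called 0 genes for XHM without XHM_2. linB encodes a haloalkane dehalogenase in the degradation pathway of the insecticide lindane. Its genes 71163424 and 9107071 were higher in XJH, at 1.48 (SE 0.230, limma adjusted p = 0.0101) and 1.33 (SE 0.233, limma adjusted p = 0.0319). In contrast linB 27349338, named after its values were seen, fell in XJH by 1.75 (SE 0.268, limma adjusted p = 0.0101). The test over the 4 WWTPs did not call linB 9107071 (limma adjusted p = 0.109). In XJH phtA 117992010 fell by 1.03 (limma adjusted p = 0.0277), which makes 2 genes higher and 2 lower there (5 when adjusted over the list alone). Without XJH_1 or XJH_2, 0 genes were called as higher in XJH. In GBD 3 genes were higher and 0 lower (5 when adjusted over the list alone). They were exaA 126106100, an alcohol dehydrogenase, Catechol 121530929 and catB 119819014 of muconate conversion, named after their values were seen, at log2 differences of 1.33, 1.14 and 1.06. The test over the 4 WWTPs called none of the 3 (limma adjusted p = 0.0506, 0.106 and 0.110). With array brightness as a block, where QH_3 is the only bright array outside GBD, their differences were 2.00 (SE 0.342, limma adjusted p = 0.0679), 0.44 (SE 0.306, limma adjusted p = 0.489) and 0.60 (SE 0.289, limma adjusted p = 0.292). In QH_1 and QH_2 limma called 47 of 2012 genes as higher and 259 as lower when QH_3 was left out. The whole list summed to a normalized signal intensity of 4337 ± 158 (SD, n = 3) in GBD, 4036 ± 999 in QH, 4436 ± 412 in XHM and 3797 ± 359.9 in XJH (exact permutation p = 0.536).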

In total, 7,012 genes from 165 gene categories involved in the degradation of organic contaminants related to aromatics, chlorinated solvents, herbicides and pesticides were detected. The relative abundances of keg genes involved in organic contaminant degradation were present in Figure 7 . Among them, 24 *benAB* genes encoding benzoate 1, 2-dioxygenases were detected across all samples and 19 were present in all samples. 

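benAB, which opens benzoate degradation by adding oxygen to the ring, had 26 genes in at least 1 sample, and 18 of them in every sample. Gene 108768762 was the most intense of the 26, at a normalized signal intensity of 4.38 ± 1.07 (SD, n = 12), which is 16.2% of the family sum. Gene 91779181 ranked 5, at 1.59 ± 0.518 in every sample, and gene 110818905 ranked 22, at 0.370 ± 0.0726 in 8 samples. The benAB sum was 27.3 ± 0.329 (SD, n = 3) in GBD, 27.2 ± 1.90 in QH, 28.3 ± 2.87 in XHM and 25.3 ± 3.36 in XJH (exact permutation p = 0.549, adjusted p = 0.798).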

The most abundant genes were derived from *Burkholderia xenovorans* LB400 (91779181), *Mycobacterium* sp. MCS (108768762), *Rhodococcus* sp. RHA1 (110818905).

**Figure 7:**
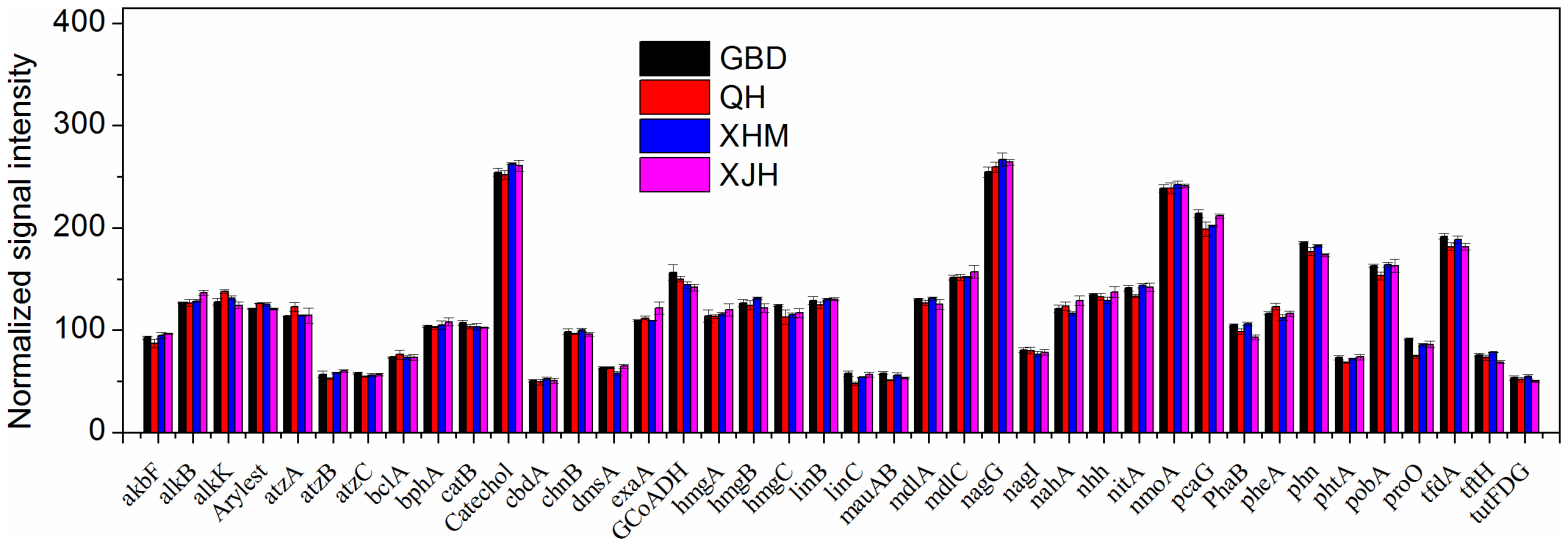
The normalized signal intensity of detected key genes involved in organic contaminant degradation. The signal intensity for each functional gene was the average of the signal intensity from all the replicates. All data are presented as mean ± SE.

### Metal Resistance Genes

Various heavy metals were often detected in WWTPs as a result of societal industrialization and modernization. Resistance genes of Ag, As, Cd, Co, Cr, Cu, Hg, Pb, Ni, Te and Zn were detected in this study. 

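Metal resistance genes numbered 3933 in at least 1 sample, of which 1275 were shared by all samples. copA of copper export was the largest family with 732 genes (238 shared), followed by chrA of chromate transport with 477 (161). Single samples held 2254 to 3311 of these genes.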

A substantial number (3,381) of genes involved in metal resistance were detected in all the samples, of which the vast majority was derived from isolated microorganisms. Notably, relative abundances of detected metal resistance genes were similar among activated sludges of four WWTPs (Figure S6 in File S1). In addition, the results of Mantel test showed that most of metal resistance genes, such as *chrA*, *nreB*, *copA*, *cueO*, *zntA*, *cadA* and *cadBD*, were positively correlated to the concentrations of Cr, Ni, Cu, Cu, Zn, Cd and Cd in WWTPs, respectively. In contrast, other metal resistance genes (*corC*, *cusA*, *zitB*) did not show significant correlations to the respective metal concentrations (Table S5 in File S1).

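The metal resistance genes summed to a normalized signal intensity of 2864 ± 104 (SD, n = 3) in GBD, 2801 ± 548 in QH, 2957 ± 233 in XHM and 2582 ± 216 in XJH (exact permutation p = 0.559). Of the 29 families, 0 passed the exact permutation test after adjustment, and merT, cadBD, arsB and pbrA had an unadjusted p under 0.05. cadBD stood at 9.95 ± 0.778 (SD, n = 3) in GBD, 12.1 ± 0.856 in QH, 14.1 ± 1.51 in XHM and 12.2 ± 1.42 in XJH (exact permutation p = 0.0147, adjusted p = 0.673). Among 1275 single genes 1 differed between WWTPs in limma (1 when adjusted over the list alone), copA 120605727, with 115 at an unadjusted p under 0.05. When QH_3 was omitted, limma called 33 of 1314 genes as higher and 140 as lower in QH_1 and QH_2, 13.2% against 13.7% of the genes outside the functional lists. The gene copA 120605727 was higher in XHM, at 1.82 ± 0.181 (SD, n = 3) against 0.563 ± 0.157 (SD, n = 9) in the other samples, a log2 difference of 1.66 (SE 0.212, limma adjusted p = 0.00256), which did not pass without XHM_2. In GBD 2 genes were higher, chrA 160915744 at 1.05 and merP 124259631 of mercury binding at 1.28 (limma adjusted p = 0.0446 for both), named after their values were seen. The test over the 4 WWTPs called neither (limma adjusted p = 0.129 and 0.144), and with array brightness as a block, where QH_3 is the only bright array outside GBD, their differences were 1.23 (SE 0.346, limma adjusted p = 0.125) and 0.33 (SE 0.341, limma adjusted p = 0.676).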

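Chromium was 9.57 mg/L in GBD and XHM, 4.67 in QH and 9.94 in XJH, and distances over chrA genes had a Mantel r = 0.379 (jackknife SE 0.243, one-sided permutation p = 0.0245, adjusted p = 0.563) with it. This r was the highest of the 23 pairs and the only one with an unadjusted p under 0.05. With the WWTPs permuted whole its p was 0.0833, the smallest that the 24 orders can give while GBD and XHM have the same chromium value. That permutation therefore could not pass the threshold for this pair. Without QH_1 the permutation p over samples was 0.0611. For nickel and nreB r was 0.0166 (jackknife SE 0.247, permutation p = 0.448), and for zinc and zntA, a zinc exporter, 0.0325 (jackknife SE 0.266, permutation p = 0.369). For copper r was -0.0158 (jackknife SE 0.216, permutation p = 0.494) with copA and -0.0631 (jackknife SE 0.188, permutation p = 0.641) with the copper oxidase cueO. For cadmium r was -0.102 (jackknife SE 0.191, permutation p = 0.782) with cadA and -0.0197 (jackknife SE 0.20, permutation p = 0.527) with cadBD. After adjustment 0 of the 23 pairs passed, 11 of the 23 having an r above 0.

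**Figure D4:**
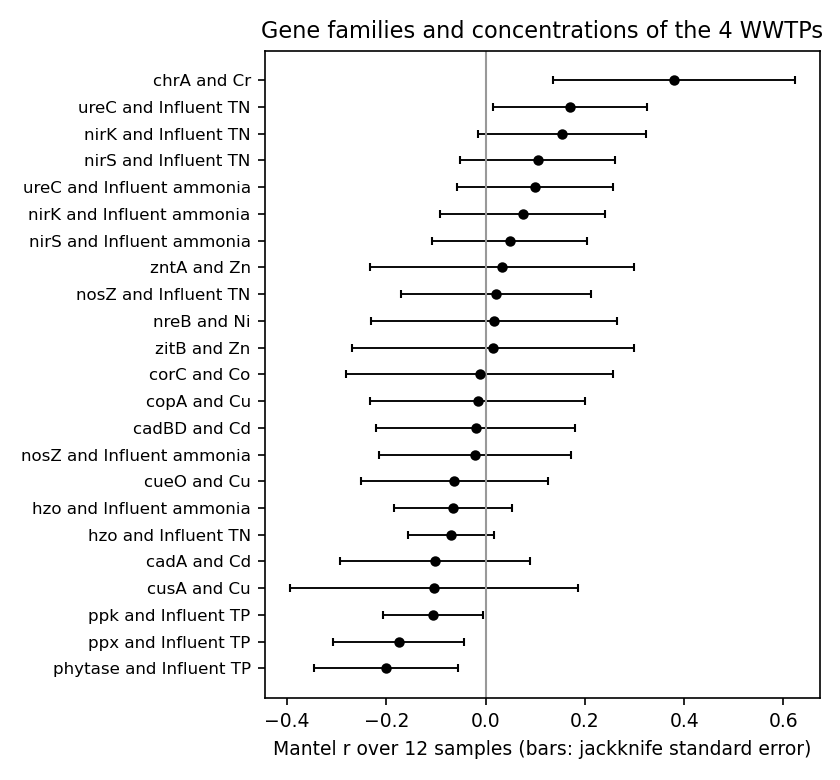
Mantel r (horizontal axis) of the 23 pairs of gene family and variable (vertical axis), with a point for each pair and bars for the jackknife SE over the 12 samples. The highest value is that of chrA and Cr, 0.379.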

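corC and cobalt had a Mantel r of -0.0121 (jackknife SE 0.269, permutation p = 0.499), cusA of copper and silver efflux and copper -0.103 (jackknife SE 0.290, permutation p = 0.713), and zitB of zinc efflux and zinc 0.0151 (jackknife SE 0.284, permutation p = 0.471), one-sided for a positive r.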

### Antibiotic Resistance

Antibiotic resistance is a growing concern worldwide as more and more pathogens develop resistance to commonly used antibiotics. 9 gene categories families related to antibiotic resistance were detected in this study, including five transporters (ATP-binding cassette, multidrug toxic compound extrusion, major facilitator superfamily, Mex, and small multidrug resistance efflux pumps), three β-lactamase genes and several genes involved in tetracycline resistance (Figure S7 in File S1). A total of 1,072 antibiotic resistance genes were detected. 

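Antibiotic resistance genes of 11 families numbered 1304 in at least 1 sample, and 425 were shared by all samples. Their normalized signal intensity summed to 982 ± 37.0 (SD, n = 3) in GBD, 942 ± 201 in QH, 994 ± 91.9 in XHM and 874 ± 88.2 in XJH (exact permutation p = 0.629). Transporters of the major facilitator superfamily, which pump drugs out of the cell, had 285 genes (112 shared), and those of the ATP-binding cassette type 58 (11). Of the 425 genes, 1 differed between WWTPs in limma (1 when adjusted over the list alone) and 41 had an unadjusted p under 0.05. This was the small multidrug resistance gene 163800766, chosen after its values were seen, which was higher in XHM at a log2 difference of 1.29 (SE 0.190, limma adjusted p = 0.0111) but did not pass without XHM_2. In QH_1 and QH_2 the calls without QH_3 were 14 of 433 genes as higher and 44 as lower, 13.4% against 13.7% of the genes outside the functional lists.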

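Tet genes of tetracycline resistance were detected 117 in number, and 39 of them in every sample. Gene 214028433 was the most intense, at a normalized signal intensity of 9.17 ± 2.49 (SD, n = 12), or 11.0% of the family sum. It stood at 11.4 ± 1.77 (SD, n = 3) in GBD and 7.51 ± 0.364 in XJH, with no difference past the test over the WWTPs (limma adjusted p = 0.601). Genes 254407454 and 259487609 stood at 0.967 ± 0.15 and 0.543 ± 0.144 in every sample. The Tet sum was 85.6 ± 2.28 (SD, n = 3) in GBD, 80.8 ± 13.4 in QH, 86.2 ± 8.20 in XHM and 81.5 ± 5.88 in XJH (exact permutation p = 0.801, adjusted p = 0.864).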

Of 92 tetracycline resistance genes, 39 were shared by all samples and most of them were derived from isolated microorganisms, such as 214028433 of *Ruegeria* sp. R11, 259487609 of *Aspergillus nidulans* FGSC A4, 254407454 of *Streptomyces sviceus* ATCC 29083, etc. Since antibiotic resistance is often associated with metal resistance, Mantel test was performed to examine the correlation between heavy metal resistance genes and antibiotic resistance genes. 

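Between samples, distances over the 3933 metal resistance genes and distances over the 1304 antibiotic resistance genes had a Mantel r of 0.988 (jackknife SE 0.00547, n = 12). The one-sided permutation p was 1e-05, the smallest that the permutations can give. Leaving out each sample in turn gave r from 0.985 to 0.991. Both sets of distances come from the same 12 arrays, and no other pair of gene lists was compared in this way. The r therefore cannot be read as a link particular to metal and antibiotic resistance.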

The results indicated that the whole metal resistance genes were positively correlated to the whole antibiotic resistance genes (r = 0.325, *P*<0.01).

Relationship of Environmental Factors to the Microbial Communities.

CCA was performed to correlate environmental variables with microbial community functional structure and determine major environmental variables in shaping the microbial community structure. On the basis of variance inflation factors, four variables were selected: DO, temperature, ammonia and COD (Figure 8). The results of CCA showed that the model was significant (*P*<0.05), suggesting that four variables were major environmental factor influencing microbial community functional structure. 

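The GBD samples lay at -1.58 to -0.926 on the first axis of the ordination, QH_1 and QH_2 at 2.08 and 2.06, and QH_3 at 0.558. On the second axis the XJH samples lay at -2.05 to -1.58 and all other samples between -0.194 and 1.55. CCA with DO, temperature, ammonia and COD loading rate explained 30.8% of the variation of normalized signal intensity (permutation p = 0.144, 999 permutations, n = 12), where permuted samples gave a median of 26.7%. Taken alone, DO explained 12.5% (permutation p = 0.072), COD loading rate 9.92% (permutation p = 0.28), ammonia 9.29% (permutation p = 0.346) and temperature 8.14% (permutation p = 0.615). Each variable has 1 value per WWTP, so the 4 variables span 3 axes and describe the WWTPs as such. Without QH_3, which lay away from QH_1 and QH_2, the model explained 41.4% (permutation p = 0.003, which does not allow for the choice of this sample). Where a gene had to be held by 2 of the 3 samples of a WWTP it explained 52.8%. The same requirement applied in other drawn splits gave a median of 45.4% (highest 54.6%), and 4 of 100 splits, the real one included, explained as much. From the test of the model, the paper proposes that these variables were the major environmental factors influencing the functional structure.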

DO showed a strong positive correlation with the first axis and a negative correlation with the second axis, while ammonia and COD loading rate showed a strong positive correlation with the second axis and a negative correlation with the first axis. 

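The first axis held 13.2%, the second 10.1% and the third 7.58% of the variation. DO, 1.4 mg/L in GBD, 3.8 in QH, 1.1 in XHM and 2.9 in XJH, had a correlation of 0.944 with the first axis and -0.0621 with the second. Ammonia had 0.414 with the first axis and 0.564 with the second, and COD loading rate -0.0263 and 0.975.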

Temperature showed a strong negative correlation with both the first and second axes. 

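Temperature, 20.7 degrees Celsius in GBD, 23.1 in QH, 26 in XHM and 19.8 in XJH, had a correlation of -0.00163 with the first axis, 0.502 with the second and 0.869 with the third.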

Microbial community functional structures in WWTPs GBD and XHM were primarily linked to DO, while QH was linked to temperature. 

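On the axis of DO XHM_1 and XHM_3 lay at -0.558 and -1.02, on the side of low DO with the GBD samples, and XHM_2 lay at -0.0351, near XJH_3 (-0.0685). QH_1 and QH_2 lay at the end of high DO. On the third axis, with temperature at one end, the XHM samples lay at 1.25 to 1.93 and the other samples between -1.56 and 0.307.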

Ammonia and COD loading rate seemed to be major factors linking to microbial community functional structures in XJH.

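XJH had the lowest COD loading rate, 0.27 kg per cubic meter and day against 0.34 in GBD, 0.36 in QH and 0.35 in XHM, and its samples lay opposite to COD loading rate on the second axis. Its influent ammonia was the second lowest of the WWTPs.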

**Figure 8:**
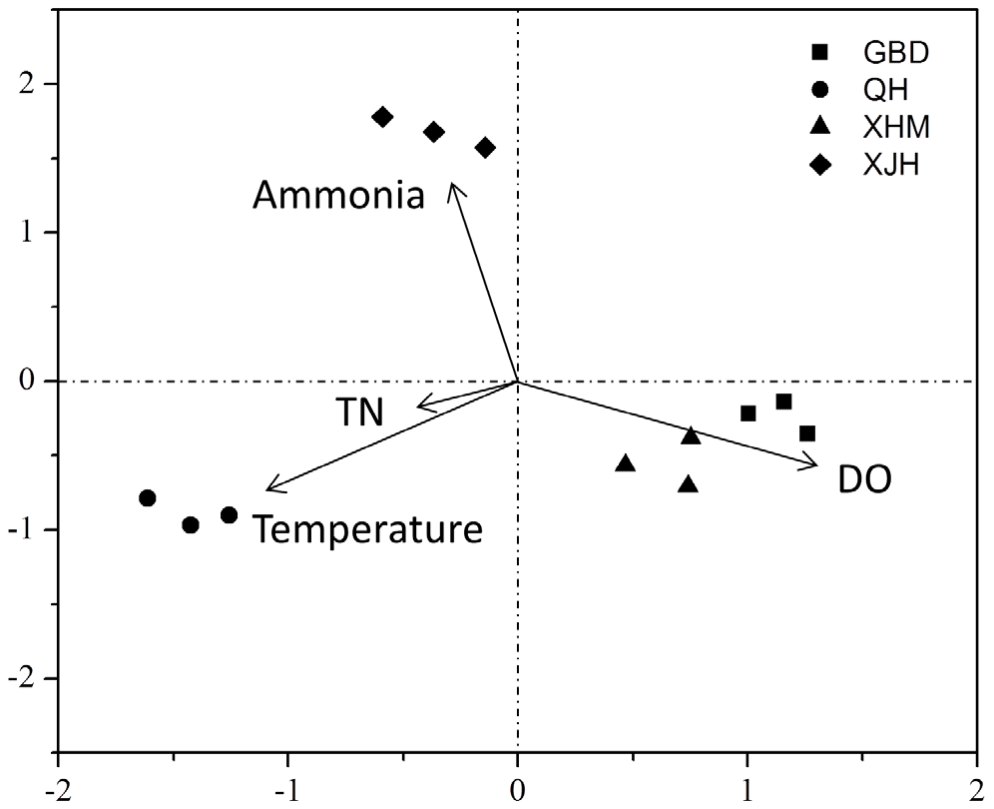
Canonical correspondence analysis (CCA) of GeoChip data and environmental variables. Environmental variables were chosen based on significance calculated from individual CCA data and variance inflation factors (VIFs).

Variance partitioning analyses (VPA) was further performed to assess contributions of wastewater characteristics and operational parameters to microbial community variances. Wastewater characteristics included influent concentrations of COD, TN, ammonia, TP, pH and conductivity. Operational parameters consisted of DO, temperature, hydraulic retention time (HRT) and mixed liquor suspended solids (MLSS). The results showed that 53% of total variances could be explained by these variables (Figure S8 in File S1). 

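The wastewater characteristics and the operational parameters together explained 30.8% of the variation of normalized signal intensity over the 12 samples and left 69.2%. The jackknife SE over the samples was 8.48 percentage points. The variables are known per WWTP, which allows at most 3 axes, so the share is that of the 4 WWTPs as groups. Where a gene had to be held by 2 of the 3 samples of a WWTP, 52.8% was explained and 47.2% left, and the same requirement gave a median of 45.4% in other drawn splits.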

Wastewater characteristics and operational parameters can independently explain 25% and 23% of the variation of microbial communities, respectively. Interactions among the two major components (5%) appeared to be small.

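The 6 wastewater characteristics alone explained 30.8% and the 4 operational parameters alone also 30.8%, since each set spans all 3 axes that 4 WWTPs allow. The part explained by only 1 of the sets was therefore 0% for both, and the shared part 30.8%.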

## Discussion

In this study, microbial community functional structures in activated sludges of four WWTPs were analyzed by GeoChip 4.2. A total of 29,124 functional genes involved in carbon, nitrogen, phosphorous and sulfur cycles, metal resistance, antibiotic resistance and organic contaminant degradation were detected. It is reasonable to expect that the high diversity of functional genes can increase the functional redundancy, which is ensured by the presence of a pool of species able to perform the same ecological function. That is to say, many species share similar traits in activated sludge, therefore the loss of a few species has little impact on the system performance. Functional redundancy of microbial community in activated sludge is important to ensure the system stability when individual species are lost due to environmental changes, such as significant changes in the influent wastewater composition [4].

For individual gene category, such as *egl*, *amyA*, *lip*, *nirS*, *nirK*, *nosZ*, *ureC*, *ppx*, *ppk*, *aprA*, *dsrA*, *sox* and *benAB*, high diversity were detected. For example, 110 *nosZ* genes were detected in this study. *nosZ* gene encodes nitrous oxide reductase that is the only enzyme to mediate the conversion of N_2_O to N_2_ during denitrification process, which makes the *nosZ* gene an important molecular marker to trace complete denitrification [28]. This high diversity of *nosZ* genes ensures the presence of different species with similar function mediating the conversion of N_2_O to N_2_, which could lead to a more stable denitrification in WWTPs. Similarly, the high diversity of *egl*, *amyA*, etc. can increase the functional redundancy, and ensure the stable operation of plants.

GeoChip data revealed high similarities among microbial community functional structures within activated sludge of four WWTPs as measured by diversity indices and overlapped genes. This can be partly explained by the fact that all the WWTPs studied were located in the same city (Beijing), used to treat similar domestic wastewater, and operated with the same anaerobic/anoxic/aerobic (A^2^O) process of similar operating parameters (COD and TN loading rate and MLSS concentration). For each gene category such as *egl, amyA*, *lip*, *nirS*, *nirK*, *nosZ*, *ureC*, *ppx*, *ppk*, *aprA*, *dsrA*, *sox*, *benAB*, there were a number of microorganisms commonly shared by all 12 samples, suggesting that there could be a core microbial community in activated sludge of four WWTPs. This agrees with the findings of zhang et al.[29], who suggested, based on pyrosequencing surveys of 14 WWTPs, that some core populations were shared by multiple samples. Similar results were also reported by other studies [30], [31].

Wastewater contains a broad spectrum of organic contaminants resulting from the mixing of wastewaters from different sources. Starch, cellulose, chitin and lignin could be the major carbon and energy sources for various microbial populations. Thus, we hypothesized that microbial communities would be abundant in functional genes involved in starch, cellulose, chitin and lignin. Our GeoChip data validated the hypothesis by evidence of detecting a wide variety of these genes across all samples such as *egl*, *amyA*, *lip*, xylanase genes, etc. Also, in WWTPs, biological nitrification coupled with denitrification is widely used to remove ammonia from wastewater. Nitrification is the main supply pathway of NO_3_^−^ for denitrification, and thus it is reasonable to expect the genes involved in nitrogen cycle would be tightly linked with NH_4_^+^ and NO_3_^−^ concentration. The results of Mantel test supported this expectation (Table S5 in File S1).

Understanding the factors that shape microbial community structure in WWTPs could potentially enhance treatment performance and control [11]. Of the 9 operational and environmental variables tested in this study, CCA ordination analysis indicated that DO was an important variable influencing microbial community structures. This agreed with the findings of Wells *et al.* [32], which suggested that DO was one of the most influential variables on microbial community structures of ammonia-oxidizing bacteria (AOB). Similar results have also been obtained in several lab-scale bioreactors by Park *et al.* [33].

Our results indicated that water temperature was also significantly linked to the microbial community structures in WWTPs, which was consistent with previous observations that water temperature was an important factor in shaping the microbial community structures. Ebrahimi *et al.* [34] found that, in two sequencing batch reactors (SBR) operated at 20°C, 30°C and 35°C, bacterial richness and diversity were clearly altered. In a membrane bioreactor treating domestic sewage, Ebie *et al.* [35] revealed shifts in AOB lineages in response to temperature changes by using denaturing gradient gel electrophoresis. Several other studies also demonstrated that temperature imposed a strong selective pressure on microbial communities of activated sludge [36]–[38].

In addition to DO and water temperature, ammonia concentrations within WWTPs were strongly and significantly linked to microbial community functional structures. Some previous studies have demonstrated the importance of ammonia concentration within bioreactor. In three gravel biofilters treating saline wastewater, Gregory *et al.* [39] observed that increasing ammonia concentration significantly influenced community structures of total bacteria and AOB. Miura *et al.* [40] found that ammonia concentration was an important structuring factor based on the DGGE analysis of AOB communities in four pilot-scale wastewater treatment systems with different ammonia concentrations.

The importance of COD loading rate for microbial community structures has been shown by previous studies. Pholchan *et al.* [41] reported that in laboratory-scale activated sludge reactors, high COD loading rate resulted in an increase and decrease of community diversity of total bacteria and AOB, respectively. In addition, Zhou *et al.* [42] showed that organic carbon (equivalent to COD loading rates) significantly affected microbial diversity in soil.

VPA was performed to attribute variations observed in microbial community functional structures to wastewater characteristics and operational parameters. VPA results showed that the deterministic wastewater characteristics and operational factors explained 53% of variances of microbial community functional structures, thus 47% of the variance was attributed to unknown factors. Some of them may result from unknown environmental variables or additional factors such as stochastic dispersal and immigration processes [43], [44], protozoan grazing [45], phage predation [46] and chaotic behavior [47], [48], which may play an influential role in shaping microbial communities in WWTPs.

Like other microarray technologies, GeoChip only detects genes that are represented on the array. Therefore, GeoChip 4.2 used in this study may not cover all of functional genes of microbial communities, though it contains as many as 83,992 probes targeting 152,414 genes involved in major microbial biogeochemical processes. Also, in our study, the DNA rather than cDNA from RNA was used for GeoChip hybridization. It is argued that DNA-based community analysis detects microbes irrespective of their viability or metabolic activity. Furthermore, DNA could persist extracellularly in environments after cell death, and it could result in biased population profiles [49].

In conclusion, GeoChip 4.2 was used to evaluate the microbial functional genes of activated sludge in four WWTPs. Our results revealed high similarities of microbial community functional structures among activated sludges of four WWTPs as measured by diversity indices and overlapped genes. CCA analysis indicated that microbial community functional structures were highly correlated to the water temperature, DO, ammonia concentrations and COD loading rate. Finally, a total of 53% of microbial community variations from GeoChip data were explainable by wastewater characteristics and operational parameters.

## Supporting Information

File S1 **This includes Tables S1–S5 and Figures S1–S8.** Table S1 Summary of overall operating parameters of four WWTPs. Table S2 Metal concentrations within the four WWTPs. Table S3 Phylogenetic classification based on GeoChip data. Table S4 Numbers of detected genes involved in carbon cycling and total gene numbers present on GeoChip. Table S5 The relationship of different gene categories to related environmental variables revealed by Mantel test. Figure S1 Hierarchical cluster analysis of egl genes. Figure S2 The hierarchical cluster analysis of Xylanase genes. Figure S3 The hierarchical cluster analysis of lip genes. Figure S4 Hierarchical cluster analysis of phytase genes. Figure S5 The hierarchical cluster analysis of aprA genes. Figure S6 The normalized signal intensity of detected key genes involved in metal resistance. Figure S7 The normalized signal intensity of detected key genes involved in Antibiotic resistance. Figure S8 Variation partitioning analysis of microbial diversity explained by wastewater characteristics (W) and operational parameters (O).
(DOC)

# Supplementary material for: Microbial Community Functional Structures in Wastewater Treatment Plants as Characterized by GeoChip
**Source:** PLoS One. 2014 Mar 26;9(3):e93422. doi: 10.1371/journal.pone.0093422
**Supplement:** File S1 — This includes Tables S1–S5 and Figures S1–S8. Table S1 Summary of overall operating parameters of four WWTPs. Table S2 Metal concentrations within the four WWTPs. Table S3 Phylogenetic classification based on GeoChip data. Table S4 Numbers of detected genes involved in carbon cycling and total gene numbers present on GeoChip. Table S5 The relationship of different gene categories to related environmental variables revealed by Mantel test. Figure S1 Hierarchical cluster analysis of egl genes. Figure S2 The hierarchical cluster analysis of Xylanase genes. Figure S3 The hierarchical cluster analysis of lip genes. Figure S4 Hierarchical cluster analysis of phytase genes. Figure S5 The hierarchical cluster analysis of aprA genes. Figure S6 The normalized signal intensity of detected key genes involved in metal resistance. Figure S7 The normalized signal intensity of detected key genes involved in Antibiotic resistance. Figure S8 Variation partitioning analysis of microbial diversity explained by wastewater characteristics (W) and operational parameters (O).

**Supporting Information**

1. **SUPPORTING TABLES**

Table S1 Summary of overall operating parameters of four WWTPs

Table S2 Metal concentrations within the four WWTPs

Table S3 Phylogenetic classification based on GeoChip data

Table S4 Numbers of detected genes involved in carbon cycling and total gene numbers present on GeoChip

Table S5 The relationship of different gene categories to related environmental variables revealed by Mantel test

1. **SUPPORTING FIGURES**

Figure S1 Hierarchical cluster analysis of egl genes.

Figure S2 The hierarchical cluster analysis of Xylanase genes.

Figure S3 The hierarchical cluster analysis of *lip* genes.

Figure S4 Hierarchical cluster analysis of phytase genes.

Figure S5 The hierarchical cluster analysis of *aprA* genes.

Figure S6 The normalized signal intensity of detected key genes involved in metal resistance.

Figure S7 The normalized signal intensity of detected key genes involved in Antibiotic resistance.

Figure S8 Variation partitioning analysis of microbial diversity explained by wastewater characteristics (W) and operational parameters (O).

Table S1. Summary of overall operating parameters of four WWTPs a

| WWTPs | COD  (mg L-1) | COD removal rate (%) | COD loading rate  kg (m3·d)-1 | TN  (mg L-1) | TN removal rate (%) | TN  loading rate  kg(m3·d)-1 | Ammonia  (mg L-1) | TP  (mg L-1) | pH | Conductivity  (μs cm-1) | DO  (mg L-1) | Temperature  (°C) | MLSS  (mg L-1) | HRT  (h) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| GBD | 452 | 94 | 0.34 | 58 | 69 | 0.04 | 52 | 6.0 | 6.9 | 1390 | 1.4 | 20.7 | 3500 | 9 |
| QH | 437 | 90 | 0.36 | 64 | 71 | 0.05 | 58 | 6.1 | 7.2 | 824 | 3.8 | 23.1 | 3200 | 9 |
| XHM | 443 | 91 | 0.35 | 46 | 68 | 0.04 | 36 | 6.8 | 7.3 | 1690 | 1.1 | 26.0 | 3400 | 9 |
| XJH | 257 | 93 | 0.27 | 48 | 75 | 0.05 | 42 | 6.1 | 7.2 | 1020 | 2.9 | 19.8 | 3800 | 6 |

aAll the four WWTPs were full-scale, and operated with anaerobic/anoxic/aerobic (A2O) process.

Table S2. Metal concentrations within the four WWTP

| WWTPs | Cr  (mg L-1) | Co  (mg L-1) | Ni  (mg L-1) | Cu  (mg L-1) | Zn  (mg L-1) | Cd  (mg L-1) |
| --- | --- | --- | --- | --- | --- | --- |
| GBD | 9.57 | 0.64 | 9.70 | 2.33 | 39.91 | 0.03 |
| QH | 4.67 | 0.51 | 3.42 | 2.38 | 35.98 | 0.02 |
| XHM | 9.57 | 0.61 | 7.22 | 2.80 | 46.23 | 0.02 |
| XJH | 9.94 | 0.61 | 6.47 | 1.55 | 29.64 | 0.02 |

Table S3 Phylogenetic classification based on GeoChip dataa

aAll the numbers are functional gene number detected by GeoChip. Functional genes were grouped based on phylogenetic markers on the GeoChip 4.2. GBD, QH, XHM and XJH are four WWTPs we studied. Each plant has three replicate samples indicated with “_1”, “_2”, and “_3”.

Table S4 Numbers of detected genes involved in carbon cycling and total gene numbers present on GeoChip

| Functional gene | GBD_1 | GBD_2 | GBD_3 | QH_1 | QH_2 | QH_3 | XHM_1 | XHM_2 | XHM_3 | XJH_1 | XJH_2 | XJH_3 | GeoChipa |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Alpha Amylase | 239 | 275 | 265 | 304 | 285 | 305 | 269 | 277 | 275 | 295 | 281 | 288 | 1194 |
| Cyclomaltodextrinase | 60 | 64 | 68 | 69 | 77 | 75 | 63 | 66 | 61 | 74 | 71 | 71 | 480 |
| Glucoamylase | 32 | 33 | 31 | 33 | 36 | 33 | 35 | 35 | 35 | 34 | 35 | 36 | 148 |
| Neopullulanase | 40 | 41 | 38 | 46 | 43 | 46 | 44 | 42 | 44 | 43 | 41 | 40 | 394 |
| Pullulanase | 54 | 61 | 59 | 66 | 63 | 66 | 57 | 58 | 61 | 65 | 64 | 64 | 244 |
| Cellobiase | 53 | 55 | 60 | 61 | 66 | 65 | 54 | 56 | 56 | 65 | 64 | 62 | 248 |
| Endoglucanase | 48 | 47 | 48 | 51 | 53 | 53 | 51 | 47 | 49 | 55 | 53 | 49 | 187 |
| Exoglucanase | 32 | 34 | 33 | 41 | 35 | 40 | 41 | 40 | 40 | 37 | 33 | 36 | 213 |
| Arabinofuranosidase(fungi) | 104 | 122 | 117 | 133 | 125 | 139 | 113 | 113 | 119 | 131 | 124 | 125 | 543 |
| Arabinofuranosidase | 104 | 122 | 117 | 133 | 125 | 139 | 113 | 113 | 119 | 131 | 124 | 125 | 543 |
| Mannanase | 32 | 37 | 37 | 42 | 37 | 45 | 36 | 36 | 36 | 38 | 37 | 36 | 183 |
| Xylose isomerase | 62 | 77 | 74 | 77 | 77 | 80 | 65 | 73 | 74 | 87 | 84 | 83 | 341 |
| Xylanase | 29 | 30 | 31 | 38 | 35 | 37 | 31 | 36 | 33 | 37 | 33 | 34 | 152 |
| Acetylglucosaminidase | 107 | 111 | 108 | 127 | 119 | 129 | 106 | 112 | 109 | 121 | 116 | 119 | 556 |
| Endochitinase | 161 | 173 | 172 | 195 | 187 | 197 | 166 | 173 | 166 | 185 | 182 | 174 | 796 |
| Exochitinase | 16 | 17 | 16 | 21 | 22 | 24 | 17 | 18 | 18 | 23 | 22 | 22 | 122 |
| Glyoxal oxidase | 36 | 36 | 36 | 40 | 39 | 39 | 36 | 35 | 34 | 39 | 36 | 34 | 147 |
| Lignin peroxidase | 20 | 21 | 22 | 23 | 25 | 26 | 20 | 19 | 20 | 24 | 22 | 22 | 110 |
| Manganese peroxidase | 16 | 18 | 19 | 20 | 20 | 22 | 13 | 16 | 16 | 20 | 19 | 17 | 112 |
| Phenol oxidase | 113 | 123 | 122 | 137 | 125 | 136 | 127 | 123 | 123 | 134 | 129 | 134 | 622 |

a The total number of genes on the GeoChip 4.2.

Table S5 The relationship of different gene categories to related environmental variables revealed by Mantel test a

| Gene category | Environmental variable | b | *P* |
| --- | --- | --- | --- |
| *nirS* | Influent TN | 0.4892 | **0.004** |
| Influent ammonia | 0.4980 | **0.001** |
| *nirK* | Influent TN | 0.4212 | **0.003** |
| Influent ammonia | 0.3579 | **0.012** |
| *nosZ* | Influent TN | 0.3484 | **0.020** |
| Influent ammonia | 0.3384 | **0.013** |
| *ureC* | Influent TN | 0.4631 | **0.005** |
| Influent ammonia | 0.3927 | **0.007** |
| *hzo* | Influent TN | -0.0757 | 0.733 |
| Influent ammonia | -0.0979 | 0.789 |
| *ppx* | Influent TP | 0.1006 | 0.252 |
| *ppk* | Influent TP | 0.2423 | **0.043** |
| phytase gene | Influent TP | 0.2423 | 0.054 |
| *chrA* | Cr | 0.6458 | **0.001** |
| *corC* | Co | 0.1672 | 0.185 |
| *nreB* | Ni | 0.3326 | **0.026** |
| *copA* | Cu | 0.2929 | **0.021** |
| *cueO* | Cu | 0.3414 | **0.010** |
| *cusA* | Cu | 0.1269 | 0.205 |
| *zntA* | Zn | 0.4361 | **0.005** |
| *zitB* | Zn | 0.1674 | 0.128 |
| *cadA* | Cd | 0.3524 | **0.022** |
| *cadBD* | Cd | 0.3524 | **0.030** |

a The signal intensity of different functional genes among 12 samples was used as the first matrix; normalized related environmental variables were used as the second matrix. Boldface values indicate significant P values (P<0.05).

b *rM*, Mantel’s correlation coefficient.

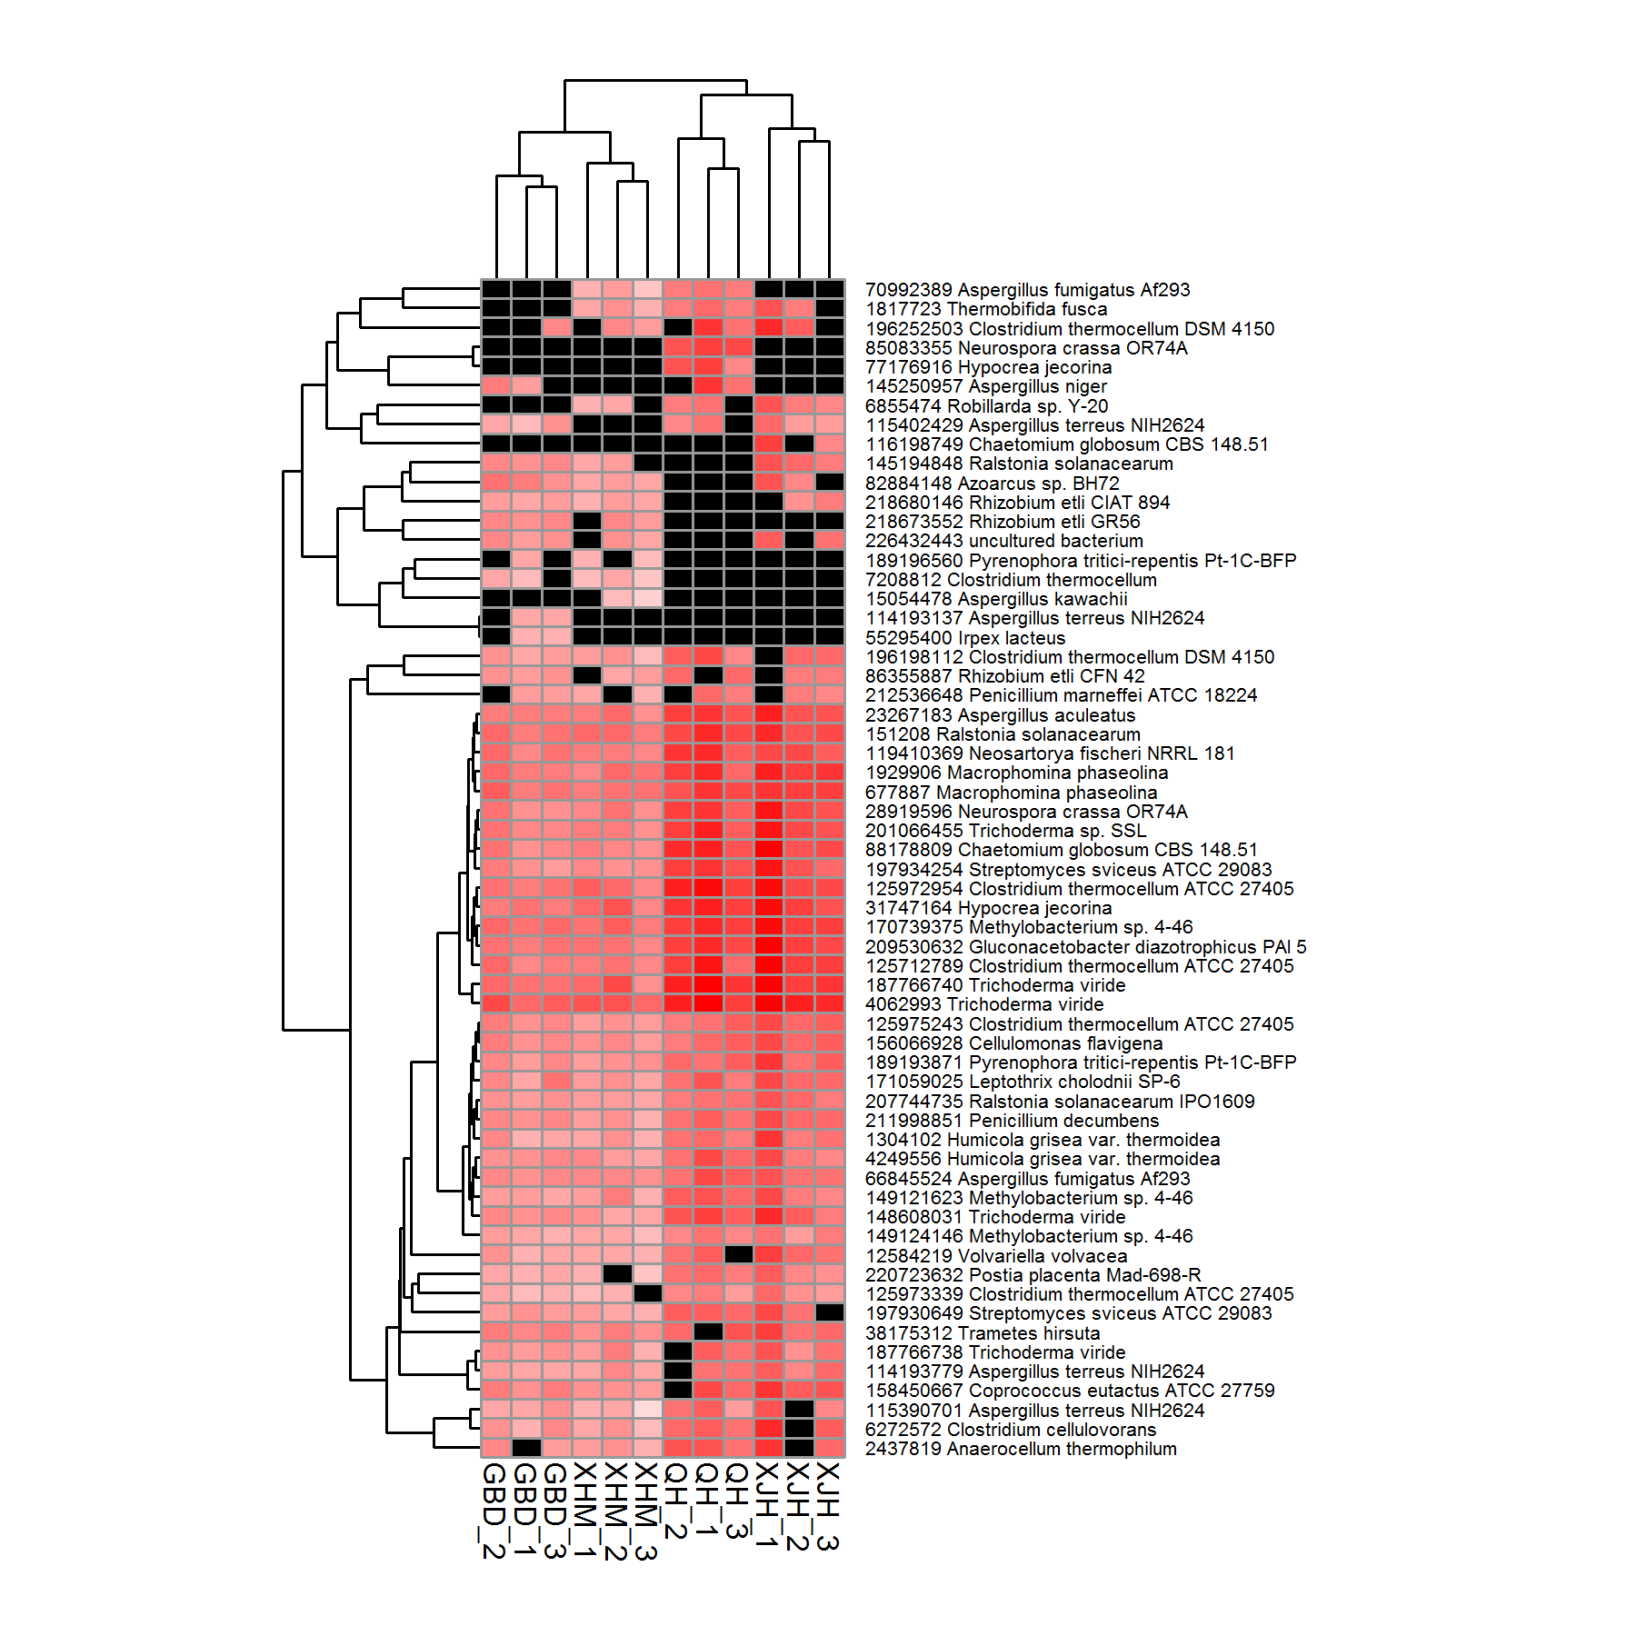

Figure S1 Hierarchical cluster analysis of *egl* genes encoding endoglucanases. The protein id number and its derived organism for each gene are indicated. The color intensity of each panel shows the normalized signal intensity of individual genes, referring to color key at the top right..

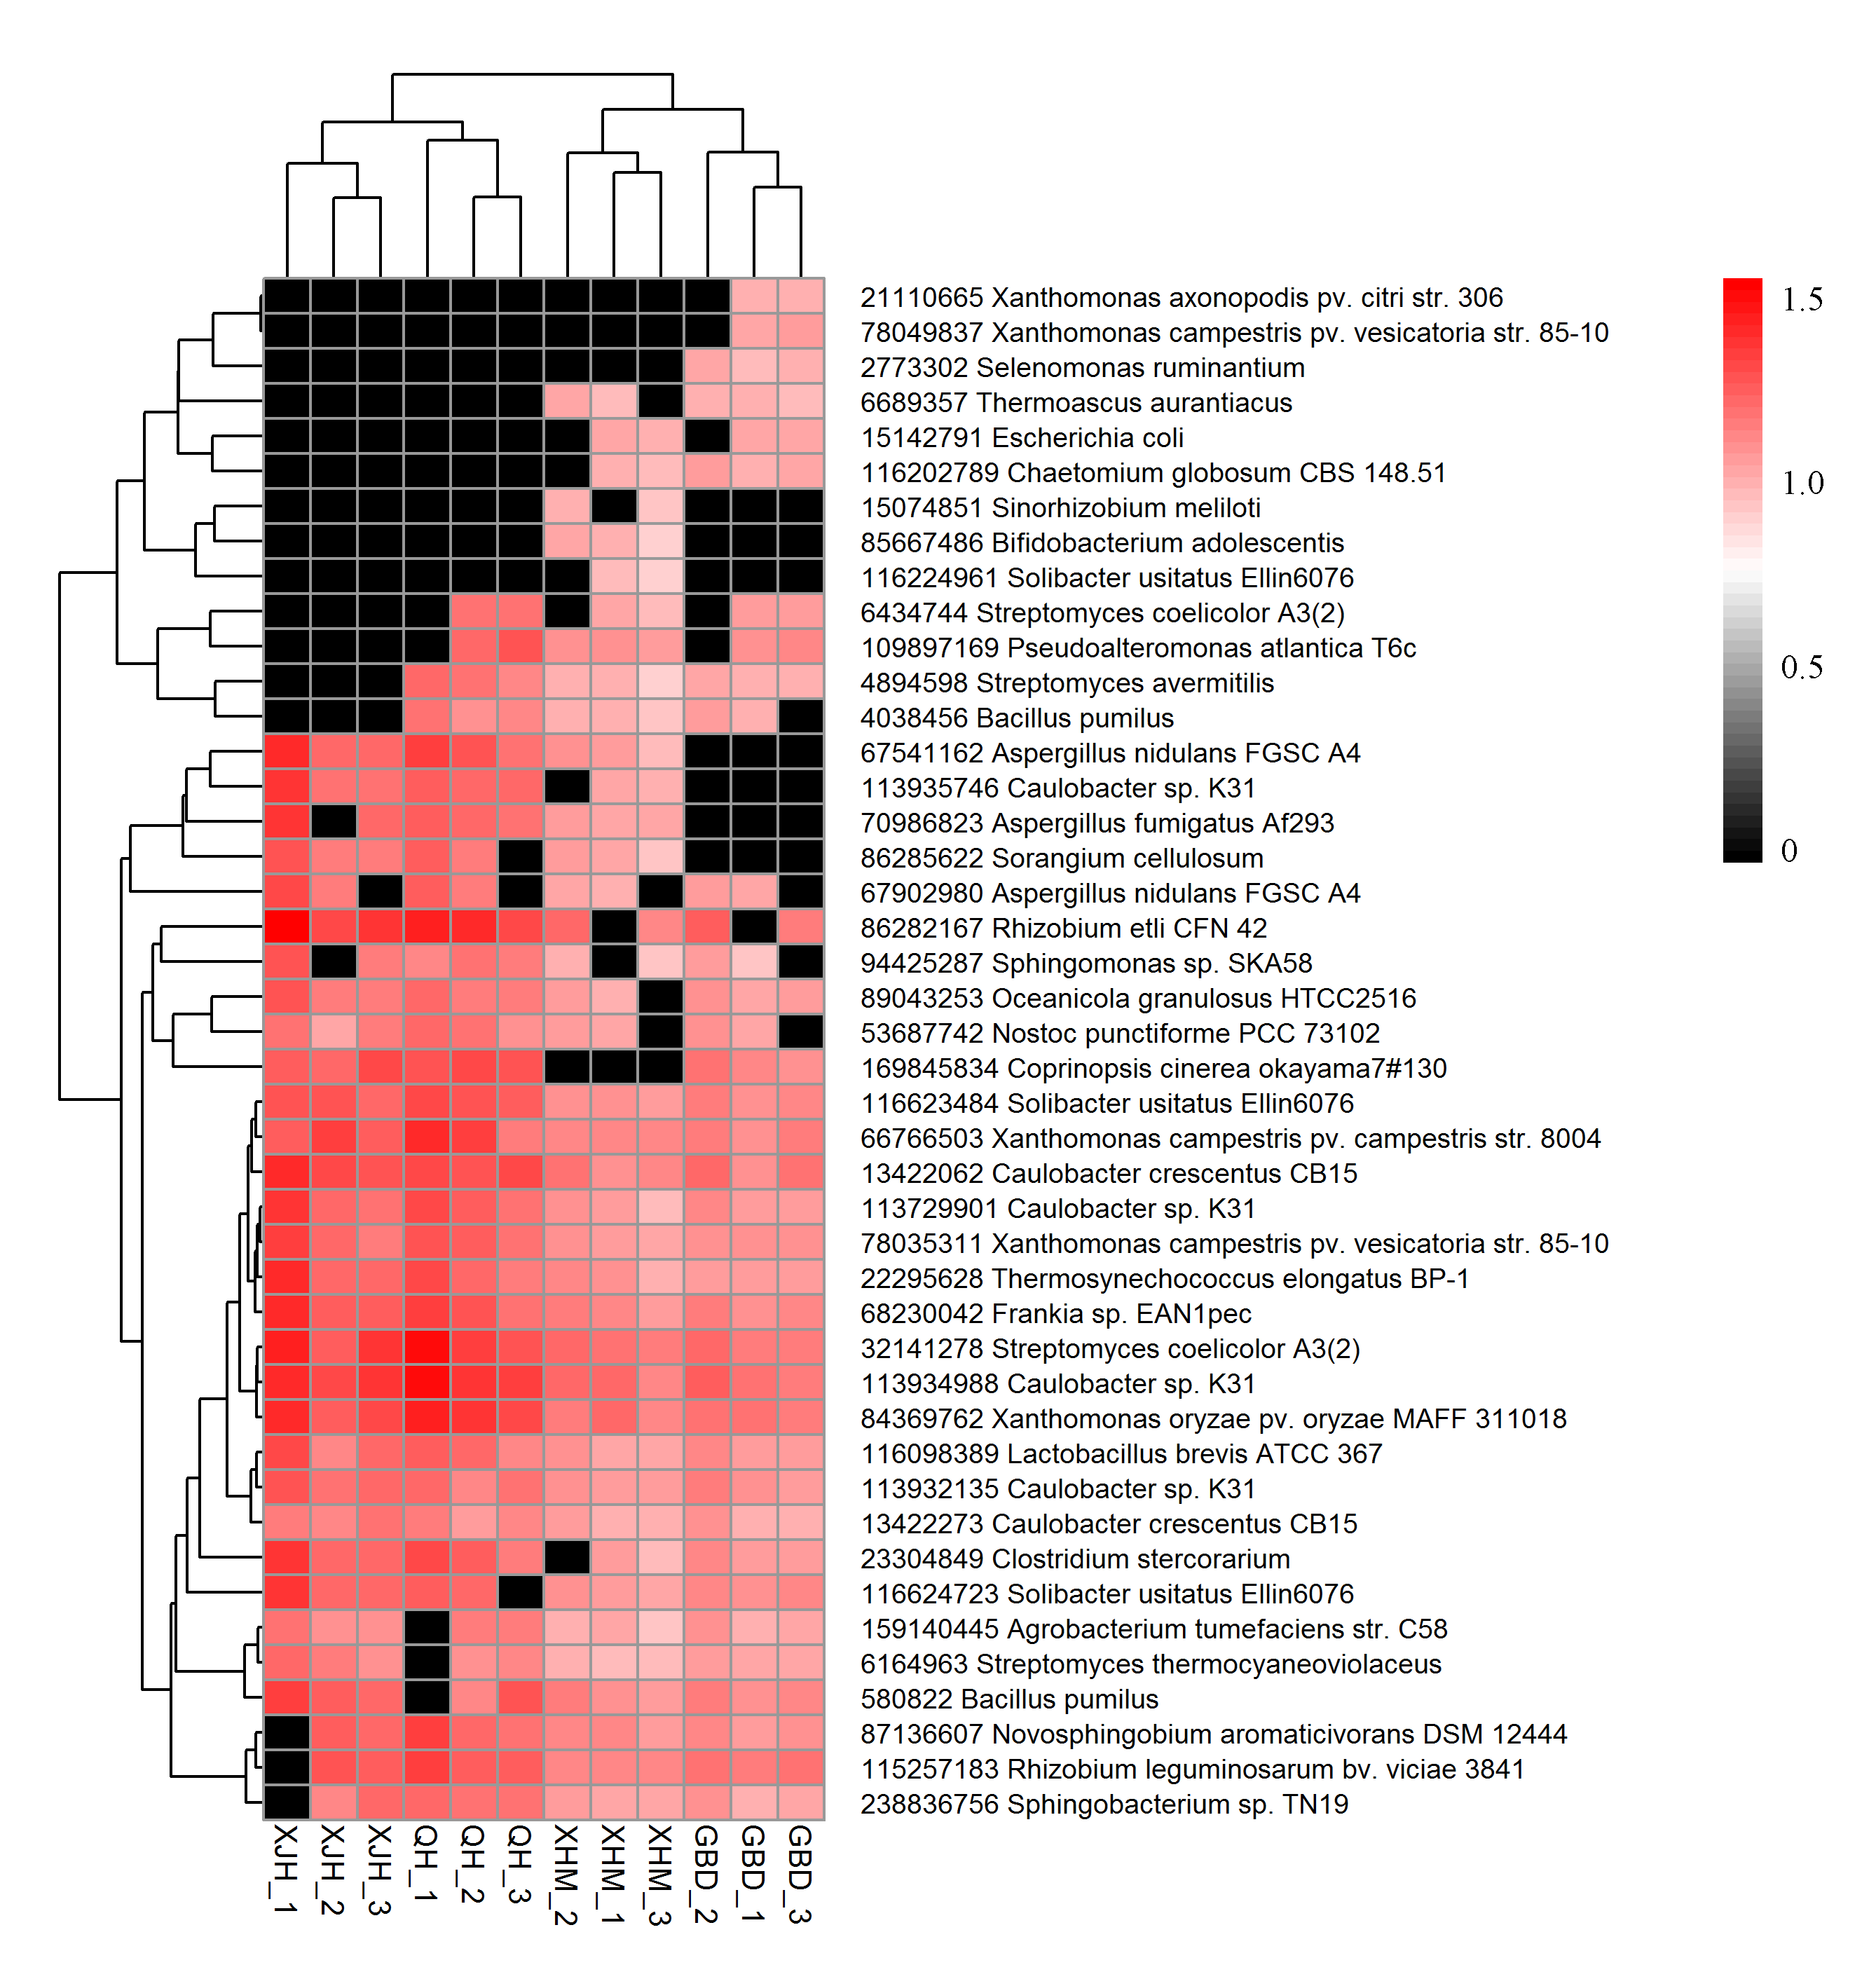

Figure S2 The hierarchical cluster analysis of *Xylanase* genes. The protein id number and its derived organism for each gene are indicated. The color intensity in each panel represents normalized signal intensity of individual genes in a sample, referring to color key at the top right.

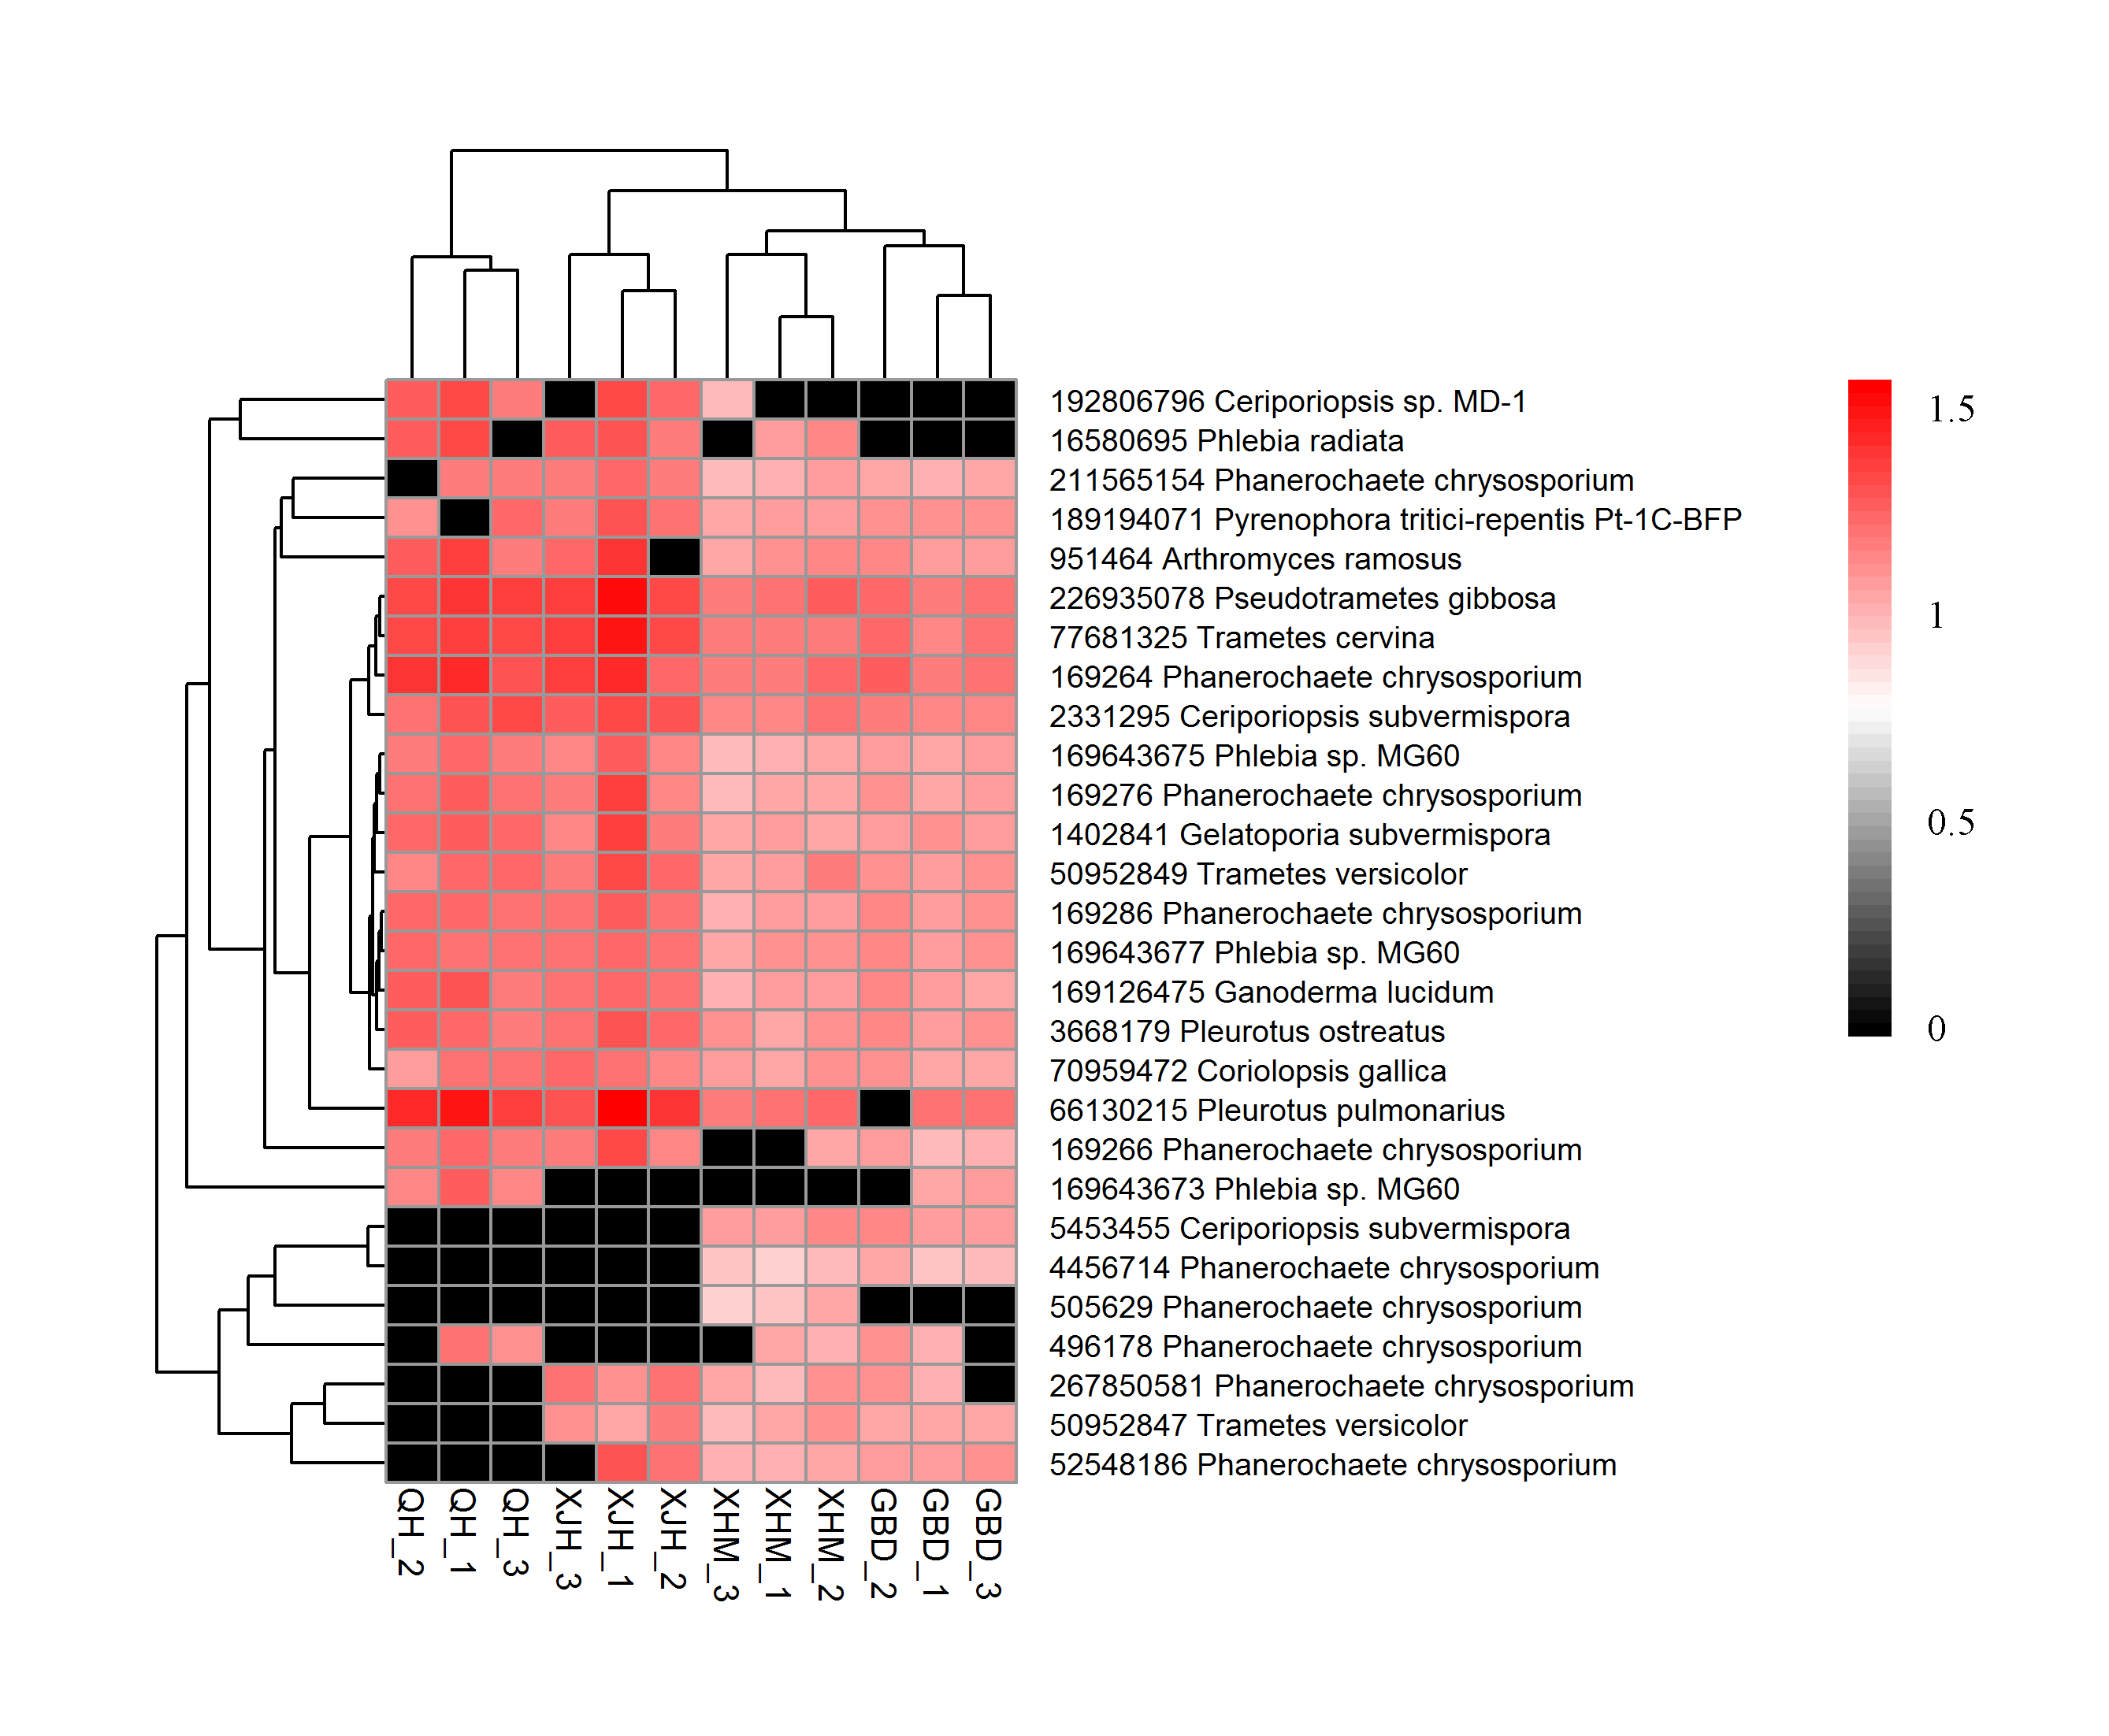

Figure S3 The hierarchical cluster analysis of *lip* genes. The protein id number and its derived organism for each gene are indicated. The color intensity in each panel represents normalized signal intensity of individual genes in a sample, referring to color key at the top right.

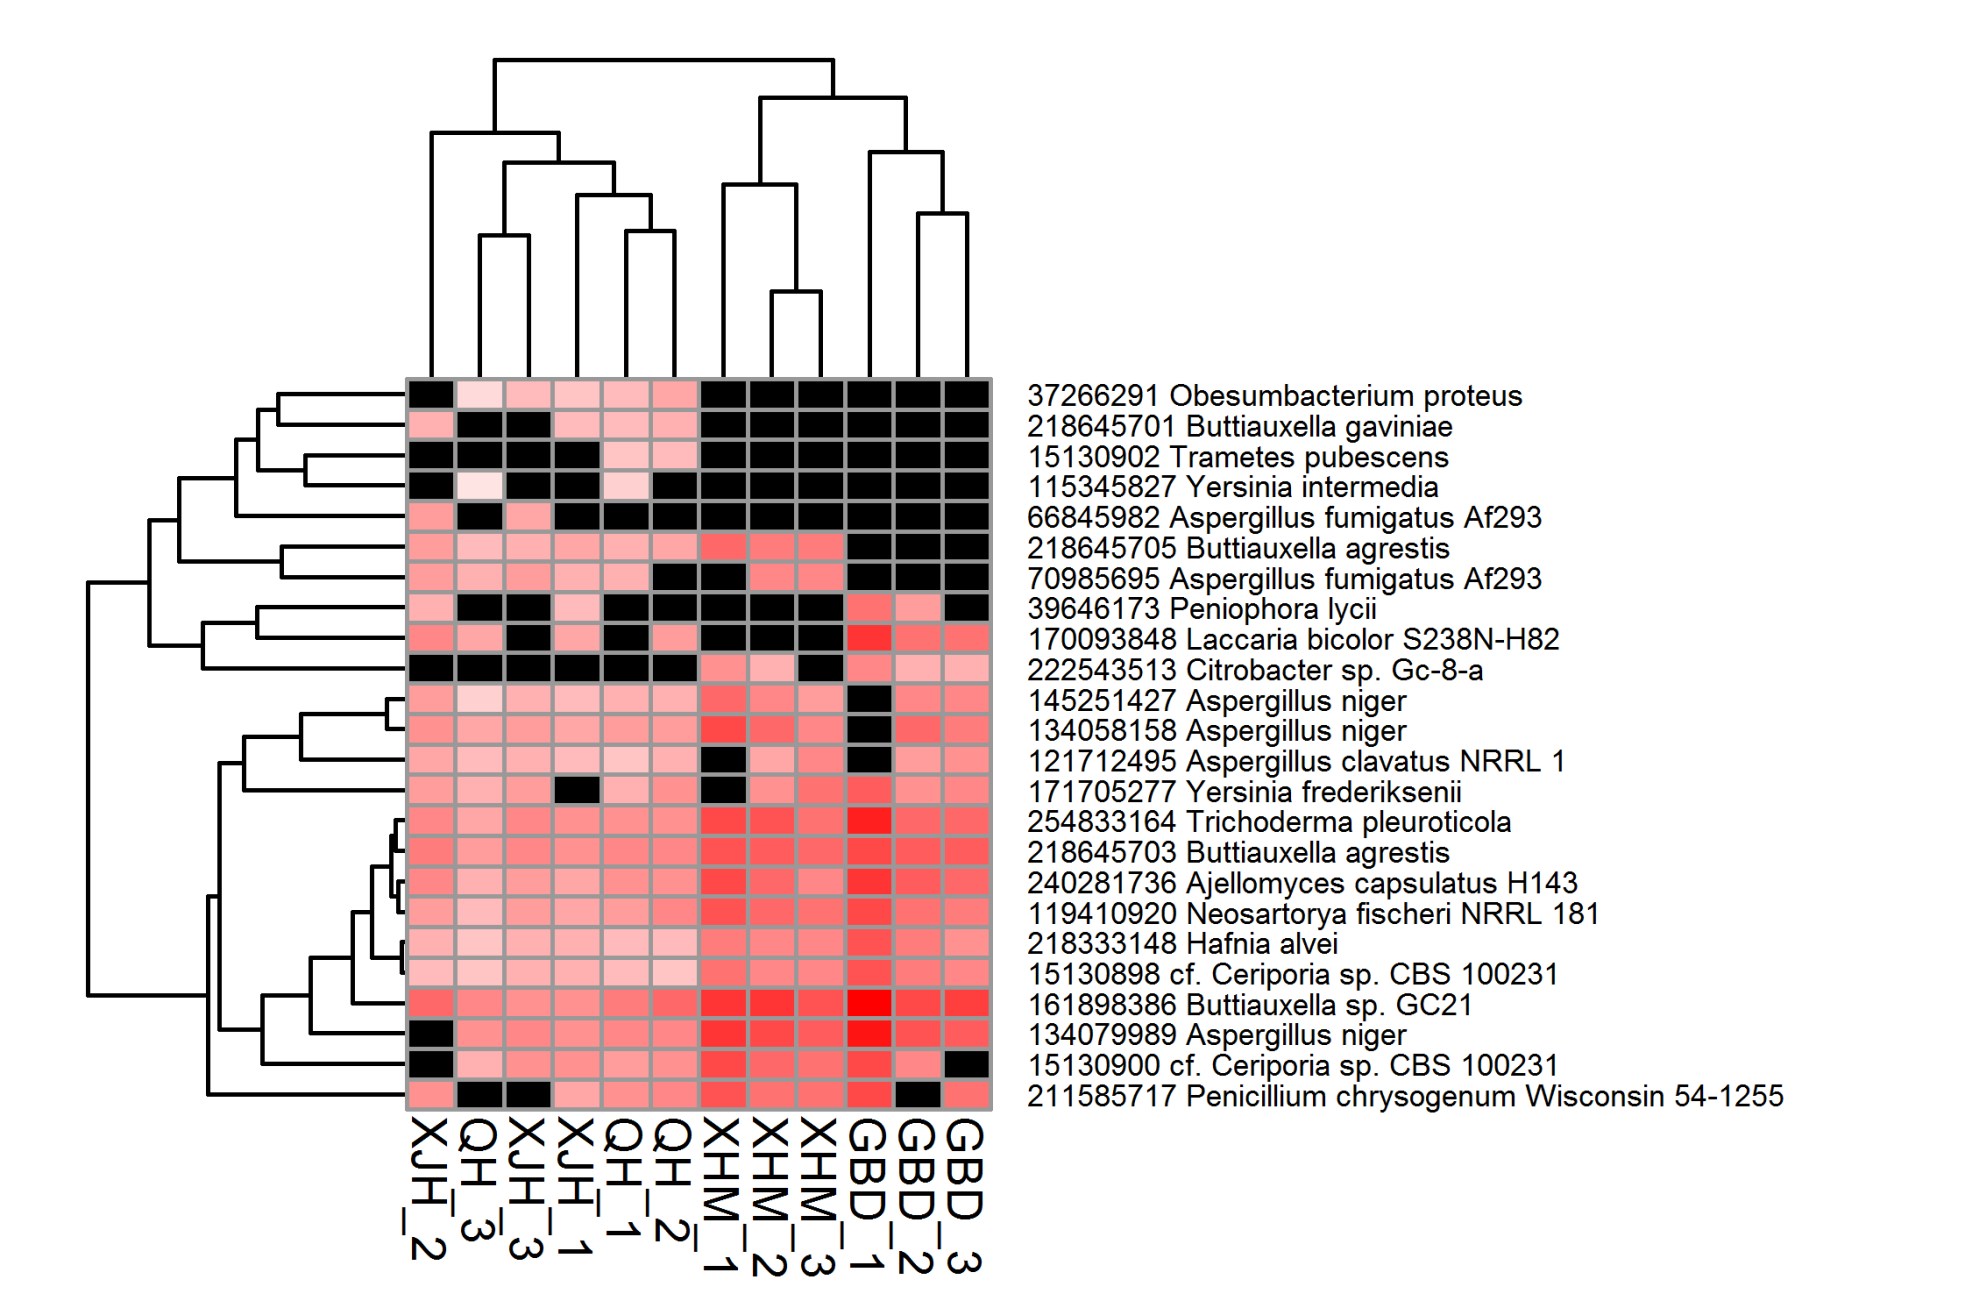

Figure S4 Hierarchical cluster analysis of phytase genes. The protein id number and its derived organism for each gene are indicated. The color intensity of each panel shows the normalized signal intensity of individual genes, referring to color key at the top right.

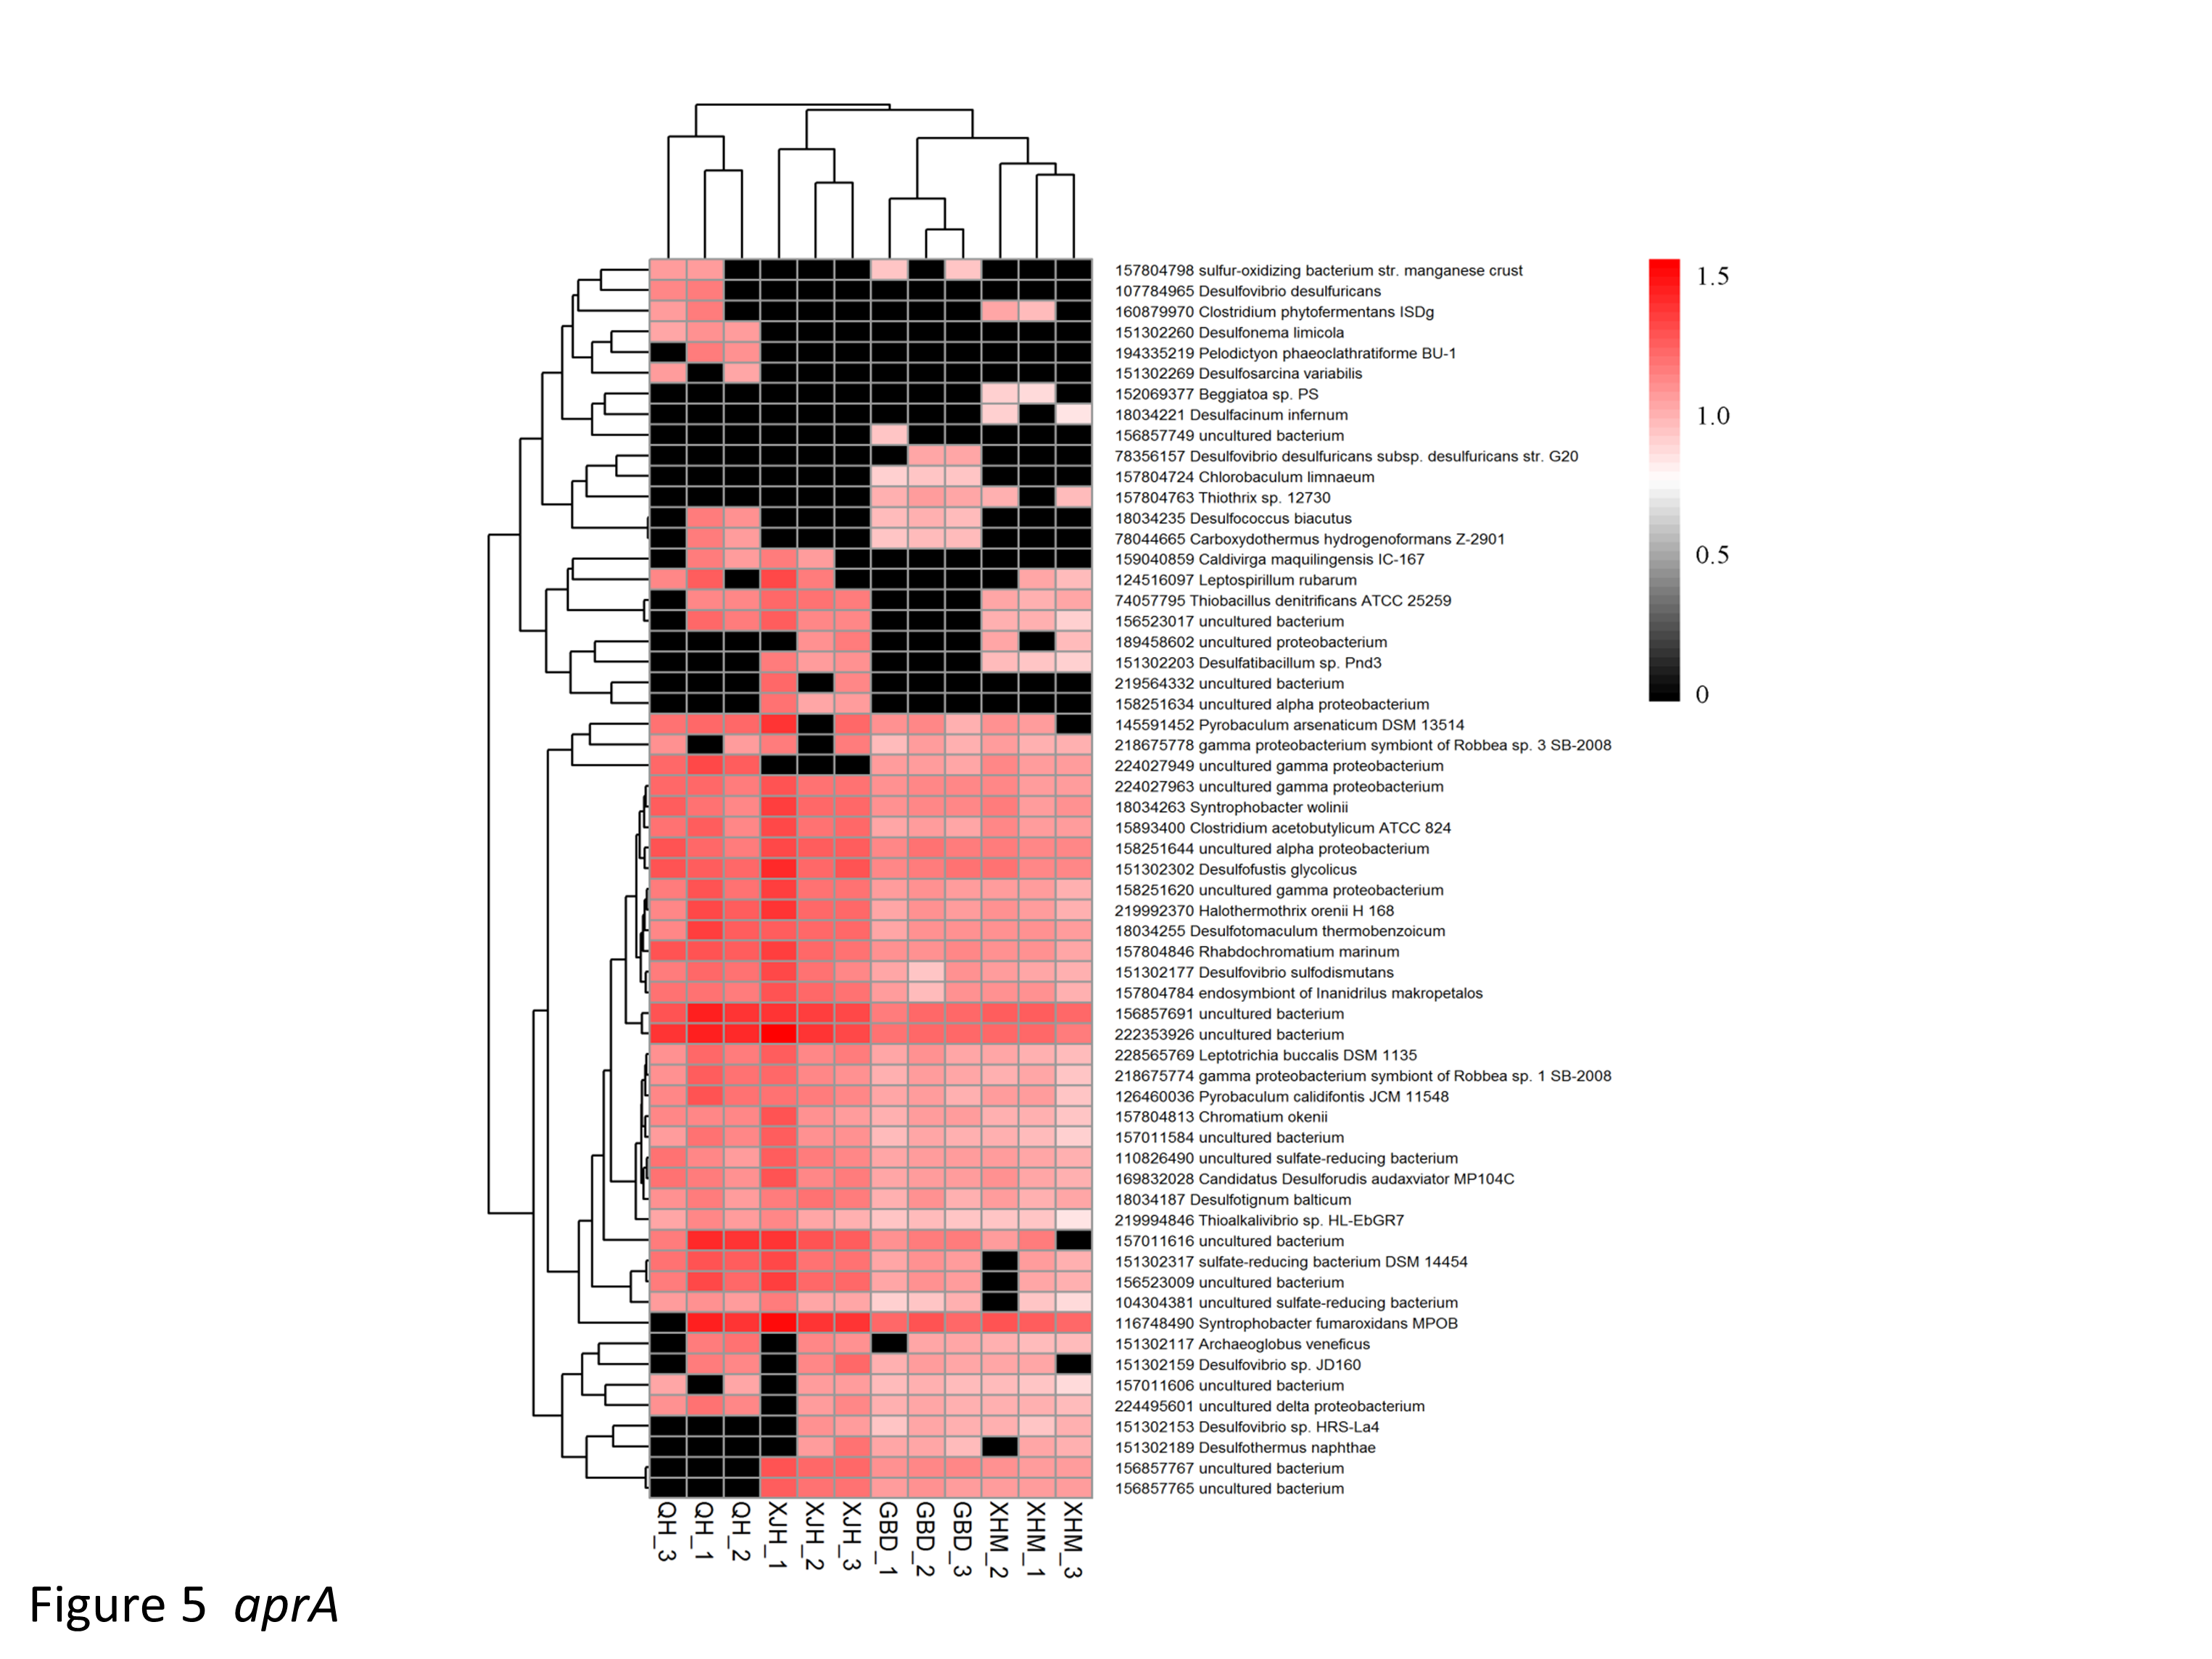

Figure S5 Hierarchical cluster analysis of *aprA* genes encodingdissimilatory adenosine-5'-phosposulfate reductases. The protein id number and its derived organism for each gene are indicated. The color intensity of each panel shows the normalized signal intensity of individual genes in a sample, referring to color key at the top right.

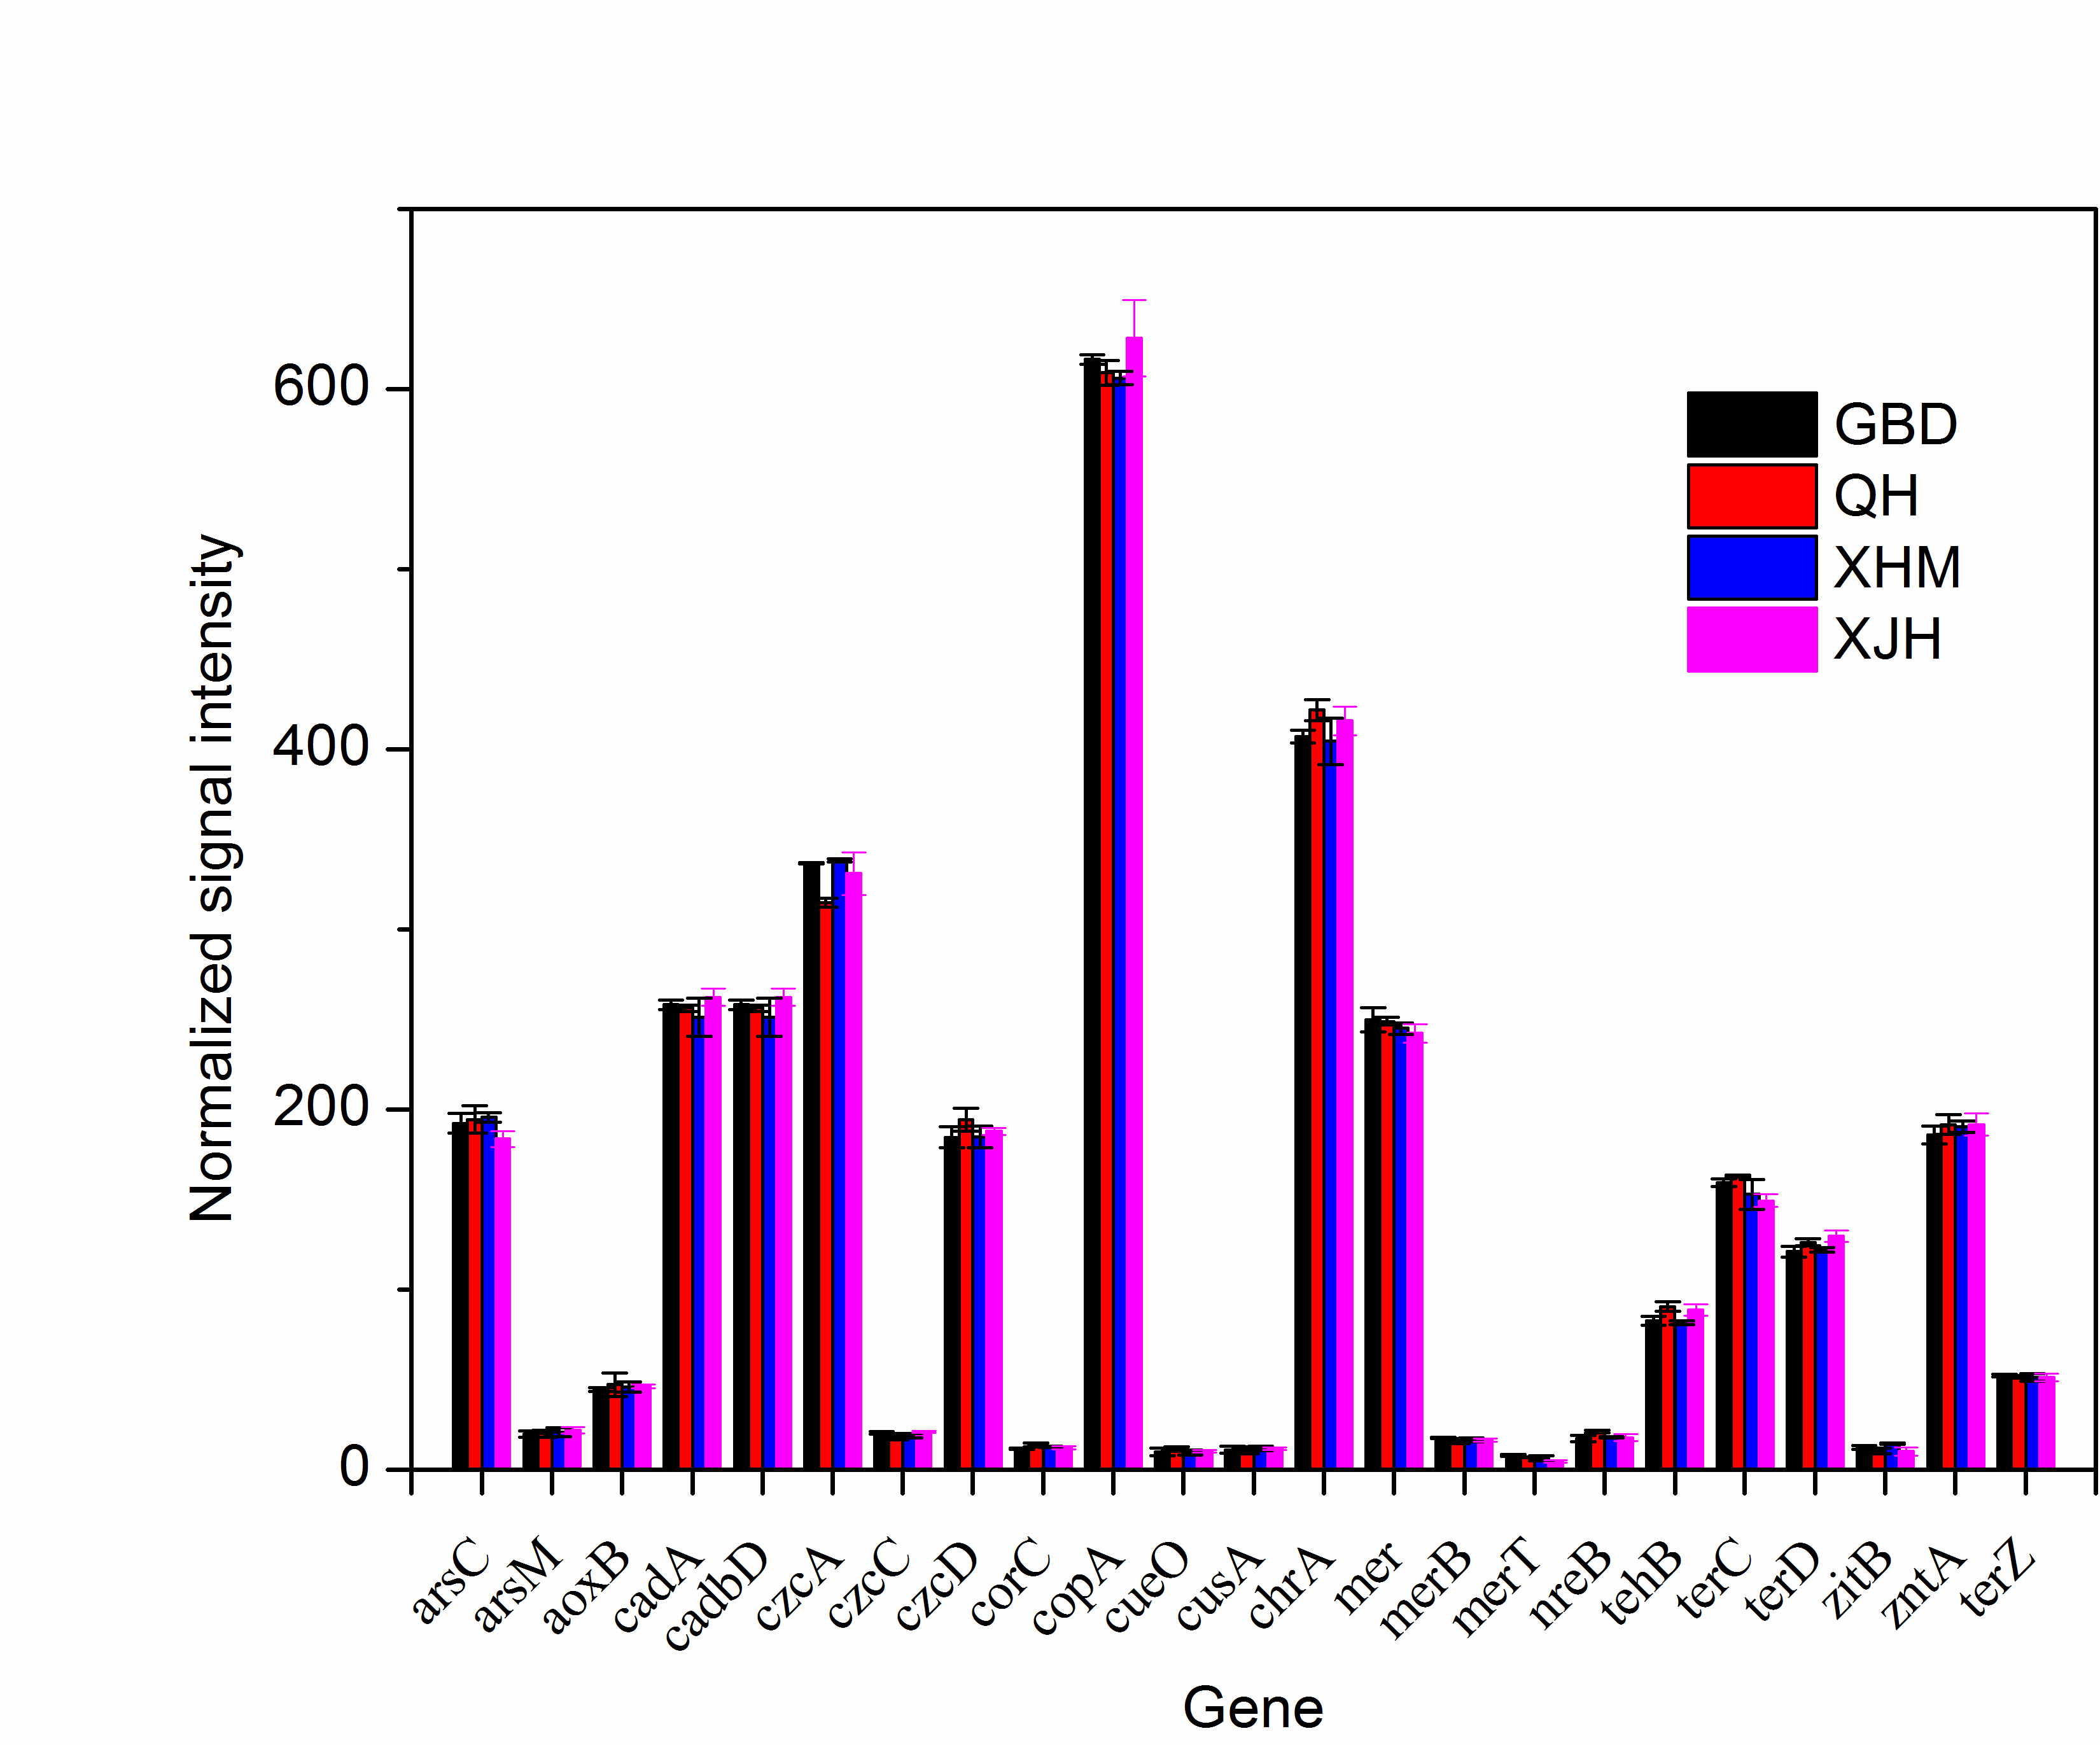

Figure S6 The normalized signal intensity of detected key genes involved in metal resistance. The signal intensity for each functional gene is the average of signal intensities from all the replicates. All data are presented as mean ± SE.

Figure S7 The normalized signal intensity of detected key genes involved in Antibiotic resistance. The signal intensity for each functional gene is the average of signal intensities from all the replicates. All data are presented as mean ± SE.

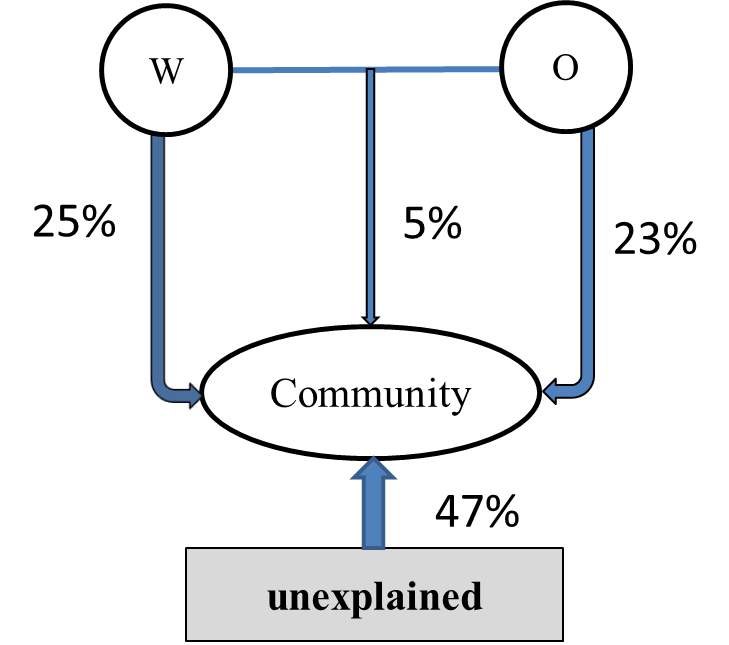

Figure S8 Variation partitioning analysis of microbial diversity explained by wastewater characteristics (W) and operational parameters (O).

How the deposited data were processed for this re-analysis (not part of the article)

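Community DNA of 12 activated sludge samples was hybridized to GeoChip 4.2, a 1-color functional gene microarray, with 3 samples from the aeration tank of each of the 4 WWTPs GBD, QH, XHM and XJH. The authors labeled the DNA with Cy5, scanned the arrays and quantified the spots with ImaGene, and the deposited values are linear signal intensities, with a blank where a spot had not passed their filter. The file holds no zeros, and the mean intensity differed between arrays, so the deposited intensities had not been divided by the mean of the array. Whether background was subtracted is not stated. All 12 arrays were used.

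Each intensity was divided by the mean of the detected values of its array to give the normalized signal intensity. A gene was counted as detected where a value was present, and as shared where all 12 samples held it. The number of genes per array limits how finely communities can be told apart, and the number of arrays, 3 per WWTP, limits the precision of every comparison. Sums over a gene family were taken over its detected genes.

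Detected genes, the Shannon index (natural log), the reciprocal of Simpson's index, evenness and family sums were compared between WWTPs by the F statistic with an exact permutation test over all 15,400 splits of the samples into 4 groups of 3. The same splits served for PERMANOVA on Bray-Curtis distances and for the overlap of gene sets, the latter one-sided. Clustering was by average linkage on 1 minus Pearson r. The 137 families of 19 functional lists were taken from the text, tables and figures of the paper, and amoA was not analysed here. Mantel tests (Pearson) set Bray-Curtis distances over the genes of a family against differences of a variable that has 1 value per WWTP, for the 23 pairs of the paper's Table S5. CCA and variance partitioning were run in vegan with 999 permutations. The Benjamini-Hochberg method was used for adjustment, with a threshold of 0.05.

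Single genes were tested with limma on log2 normalized signal intensity of the 11,543 genes shared by all samples, each sample centered on its median. A moderated F test covered the 4 WWTPs, and a contrast set each WWTP against the mean of the other 3. Tests used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and vegan 2.7.1.

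The procedures were tested on simulated data made from the spread of these samples. Of 100 genes changed by a log2 of 1 in 1 WWTP limma called 59, of 100 changed by a log2 of 2 it called 100, and 5 of the unchanged genes among 11,543 were called. The simulated genes varied independently of each other, which genes on the same array need not do. The 5 therefore does not give the rate of false calls in the real data. Of 20 families changed 2-fold in 1 WWTP the exact test with adjustment called 0, while all 20 had an unadjusted p under 0.05, and of 20 families changed in steps of 1.5 over the WWTPs it called 19.

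Genes are named by a rule set beforehand: every gene that the paper's results name by protein id; for each WWTP, the 3 genes with the largest difference in each direction among those past the threshold whose 3 samples all lay above or all below the other 9; and the 3 most intense genes detected only in that WWTP. Genes named outside this rule are marked as chosen after their values were seen. The paper's own values for its named genes had been seen when the rule was set. Lists of organism groups and the phylogenetic shares of genes were not analysed here, since the table pairs gene names and protein ids with no organism.

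Alternatives tried were the omission of each sample in turn, other distances and correlation types, other forms of the diversity indices, quantile normalization, the deposited intensities neither divided by the array mean nor centered, a filter on dim probes, no filter on detection, the replicate number as a block, and a trended and robust variance fit in limma. Added after the data had been seen were the requirement that 2 of the 3 samples of a WWTP hold a gene, applied to results other than detected genes and the totals, a log2 scale with a pseudocount of 1, the 8 arrays of low intensity alone, the 4 arrays of high intensity alone, array brightness as a block, and limma on family sums. Under the requirement of 2 of 3 samples, which uses the WWTP labels, the tests over splits applied it again within each split (100 drawn splits for CCA), also a choice made after the results were seen. With array brightness as a block, GBD is compared with QH_3 as the only other bright array. Replicate numbers were not taken to pair samples across WWTPs. Nothing ties the 3 samples of a WWTP to separate sludge populations, so the p values measure the spread between these samples.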

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

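The tests on sample QH_3 were chosen after the result was seen, as were the tests with array brightness as a block, on the arrays of low intensity alone, and under the requirement that 2 of the 3 samples of a WWTP hold a gene.

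Of the 21 genes that differed between the WWTPs in limma, 13 have gene names outside the functional lists the paper discusses, among 5429 such genes tested. They include sigma_70 217969610 of transcription, fnr 237625907 and fnr 237653303 of oxygen sensing, proV 89893967 of osmoprotectant uptake, aceB 157846118 of the glyoxylate cycle and iuc 255341753 of siderophore synthesis, which the rule for named genes selects. The others, named after their values were seen, are obgE 217970048, sped_bac 217970686, pstB 159180084, cellobiase_fungi 189210447, gyrB 217505795, Glucose_oxidase_fungi 302681811 and metC 32815764. A signal in genes that the paper does not analyse is what brought them here.

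Drawn splits of the samples into groups of 3 reached the 21 genes in 3 of 100 splits, the real one included (highest other 674). They reached the 17 genes of GBD in 4 (highest other 973) and the 11 genes of XJH in 3 (highest other 1376). Taken alone these 3 shares lie under 0.05, but 100 draws are too coarse to exclude chance for them. Nor can chance be excluded for the 1 gene of QH, reached in 7 of 100 splits (highest other 2835), or the 4 genes of XHM, reached in 5 (highest other 649). After adjustment over the 5 tests none passed (smallest adjusted share 0.0625). The genes of GBD also numbered 0 with array brightness as a block and 2 without GBD_3. In each of the 5 tests the split with the highest count groups QH_1 and QH_2 with a sample of another WWTP in place of QH_3, a structure in which QH_3 stands apart.

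The second pattern is that QH_3 lies nearer to samples of other WWTPs than to QH_1 and QH_2. A larger number of genes passing the filter on QH_3 is argued against, since over the genes detected in all 12 samples its mean r with QH_1 and QH_2 was 0.692, against 0.888 with GBD and 0.887 with XHM. Array brightness in 2 classes is argued against as well, because the mean r with the bright GBD arrays exceeded that with the dim XHM arrays by only 0.0018. Brightness as a gradient stays open. Over the 9 arrays of the other WWTPs r with QH_3 rose with mean intensity (Spearman rho 0.633, one-sided exact permutation p = 0.0380). That p takes the 9 arrays as independent, though they are 3 from each of 3 WWTPs that differ in brightness. The 3 lowest r of QH_3 were with the 3 dimmest arrays (XJH_1, QH_1 and QH_2), though r was 0.774 with XJH_1, the dimmest, and 0.672 with QH_1. An exchange of labels with a sample of another WWTP stays open too. Of the samples of other WWTPs 0 had their highest r with QH_1 or QH_2, but XJH_1 had a mean r of 0.812 with them and 0.808 with its own WWTP. Open as well are a single wrong label and a change of the sludge in QH, which may differ between sampling times and was not tested.

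The third pattern is the separation of the WWTPs where 2 of the 3 samples of a WWTP must hold a gene, and the requirement itself may produce much of it. Applied to other splits of the samples, it gave a median difference of 8.60 percentage points between overlap within and between groups (highest 14.4), where the real split had 11.8, and 654 of 15,400 splits were as large (exact permutation p = 0.0425). All 4 groups formed clusters of their own in 15 of 99 other splits with the Jaccard distance, as in the real split, which leaves open how much of that clustering the requirement makes. With log2 values the mean Mantel r over the 23 pairs was 0.132 in other splits and 0.15 in the real one, and the share explained in CCA had a median of 45.4% in other splits and was 52.8% in the real one. No biological explanation was tested for this pattern.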

How the results depend on the processing

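Tests on the 8 arrays of low intensity, on the 4 of high intensity, with array brightness as a block, on the log2 scale with a pseudocount, by limma on family sums, and under the requirement that 2 of the 3 samples of a WWTP hold a gene (apart from detected genes and totals) were chosen after the result was seen, as was the p value that applies this requirement again in every split; the other alternatives given in this part were set before the data were examined.

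Over 19 results, 80 of 120 alternatives and 188 of 228 omissions of 1 sample left the side of the threshold, or the count within 1.5 times, as it was. A change of sign counted as a reversal only where the main value had passed the threshold, and 0 such reversals occurred. For the 23 single Mantel pairs, 420 of 437 settings kept the side of the threshold, 15 were stronger (11 of them under the requirement, whose use of the WWTP labels these p values do not allow for) and 2 weaker. Of these pairs only chrA with Cr had passed it, so changes of sign in the others were not counted as reversals. For ppk with TP, r went from -0.106 to 0.142 under the requirement with log2 values. No background is given beside the intensities, so dim probes were filtered by rank, which left 21 genes differing between the WWTPs.

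Where 2 of the 3 samples of a WWTP had to hold a gene, the overlap difference was 11.8 (exact permutation p = 0.0425), 2 WWTPs formed clusters, 3 families differed with the p taken after the requirement and 1 with it applied in every split, and CCA and variance partitioning both explained 52.8% (CCA as large in 4 of 100 drawn splits). With it applied in every split, F of 14.5 for detected genes, F of 6.57 for the Shannon index and the PERMANOVA R2 of 0.503 did not pass (exact permutation p = 0.0665, 0.272 and 0.0790). With log2 values added, 3 WWTPs formed clusters, and F of 13.1 for the Shannon index, F of 10.7 for 1/D and the R2 of 0.559 did not pass (exact permutation p = 0.101, 0.142 and 0.0644). With the Jaccard distance added instead, 4 WWTPs formed clusters and the R2 was 0.727 (exact permutation p = 0.0293). The requirement removes genes held by 1 of the 3 samples of a WWTP, which by construction brings its samples closer. Adjusted R2 after Hellinger transformation gave 6.69% for variance partitioning, and here the cause was not tested.

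On the 8 arrays of low intensity the overlap difference was 3.89, 1 WWTP formed a cluster, the R2 was 0.489, and 364 genes were found in only 1 WWTP; there fewer samples must hold or lack a gene. The limma counts were 129 for the test over the WWTPs, 466 for QH (14 higher, 452 lower), 12 for XHM (12 higher, 0 lower) and 12 for XJH (7 higher, 5 lower). With array brightness as a block they were 222 over the WWTPs, 0 for GBD (2078 at an unadjusted p under 0.05), 76 for QH and 1128 for XHM (565 higher, 563 lower). On the 4 arrays of high intensity GBD stands against QH_3 alone, so no count of genes is given for them. With the block too, QH_3 is the only bright array outside GBD. There the median SE of the 17 genes of GBD went from 0.205 to 0.328 and their median log2 difference from 1.33 to 0.87. The cause was not tested.

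On the deposited intensities, neither divided by the array mean nor centered, limma called 11,504 genes over the WWTPs, 11,543 for GBD, 0 for QH, 0 for XHM and 2 for XJH, since intensities then carry the brightness of the arrays. Without a filter on detection the counts were 80 over the WWTPs, 27 for QH, 9 for XHM and 44 for XJH, with more genes tested. The replicate block gave 27 over the WWTPs, 21 for GBD, 1 for QH, 4 for XHM and 12 for XJH. With it 1696 genes had an unadjusted p under 0.05 over the WWTPs, against 970 in the main fit. Samples with the same replicate number had a mean r of 0.117 in their residuals (18 pairs, -0.265 to 0.480, 10 of them above 0.1). Pairs with different numbers had a mean r of -0.0589 (36 pairs, -0.554 to 0.422). As the ranges overlap and 4 samples were best matched by their own number, the numbers were not taken as pairs. Some structure by replicate number stays open.

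Omitting 1 sample at a time gave F of 0.309 to 4.09 for detected genes, 2.24 to 6.41 for 1/D and 0.754 to 6.05 for evenness. The overlap difference ran from 0.241 to 4.00, the number of WWTPs with a cluster of their own from 0 to 1, the R2 from 0.330 to 0.531, the genes found in only 1 WWTP from 57 to 154, and the share explained by CCA and by variance partitioning from 30.3% to 41.4%. Genes called by limma numbered 9 to 928 over the WWTPs, 2 to 382 for GBD, 0 to 1614 for QH, 0 to 5 for XHM and 3 to 21 for XJH. The highest of these values came without QH_3, except 6.41 for 1/D, which came without XJH_1, 1 cluster, which was also reached without GBD_2, and 5 for XHM, also reached without XJH_1. The lowest counts came without GBD_3 over the WWTPs and for GBD, without QH_1 or QH_2 for QH (0 each), without XHM_2 for XHM and without XJH_1 for XJH. In each case the cause was not tested.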

Differences from the paper's values

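The test under the requirement that 2 of the 3 samples of a WWTP hold a gene was chosen after the result was seen for all values below except the totals, as were tests on the log2 scale with a pseudocount. A value counts as differing from the paper where the 2 are more than 1.5 times apart and further apart than the SD of replicates, and an r where the signs differ or the gap exceeds its jackknife SE, so a value within this tolerance is not equal to the paper's.

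The paper's total of 29,124 detected genes equals the total here under that requirement, against 35,439 without it. Of the paper's 23 counts of detected genes of a family 13 are equal to the counts under it (18 within 2) and 0 to those without it, and of 17 counts of shared genes 12 are equal in both cases. The paper's overlaps of its Table 1 all match within 0.00492 points under the requirement, provided that the replicate numbers are reordered. In that order the paper's QH_3 is QH_1 of the deposited values, its GBD_1 is GBD_3, its XHM_1 is XHM_3 and its XJH_1 is XJH_3. With the deposited numbers the largest gap is 8.88 points.

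For 1/D the paper's lowest value is 18984.4 and here 10,206, and the paper's highest is 24452.9 and here 13120.2. Of the alternatives set before the data were examined, the finite-sample form (17,524 to 27959.7) and presence only (19,926 to 29,400) lie within the tolerance, and the omission of any sample does not. The log2 scale with a pseudocount (15708.6 to 21265.3 without the requirement of 2 of 3 samples, 15136.6 to 18649.8 with it) lies within it too, and both were chosen after seeing the values; the paper calls no items here that could drop. The paper's 1/D exceeds its own number of detected genes in 12 of 12 samples, which 1/D from squared proportions cannot do.

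The paper's count of endoglucanase genes is 41 and here 76, and every alternative differs. The paper's count of xylanase genes is 33 and here 54; every alternative set before the data were examined differs, and the requirement of 2 of 3 samples, chosen after seeing the values, gives 45, within 1.5 times; the paper calls no items in it that could drop. The paper's number of aprA genes shared by all samples is 22 and here 12, and every alternative differs. Under APS_AprA, the other name for such genes on the array, 20 are shared, within 1.5 times, a name chosen after seeing the values, but 74 are detected there against the paper's 46 (59 under AprA).

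Mantel r differed from the paper in 20 of 23 pairs and was below it in 21. For nirS the paper's r is 0.4892 with TN and 0.498 with ammonia, here 0.106 and 0.0483. For nirK the paper's r is 0.4212 and 0.3579, here 0.154 and 0.0746. For nosZ the paper's r is 0.3484 and 0.3384, here 0.0216 and -0.0210. For ureC the paper's r is 0.4631 and 0.3927, here 0.169 and 0.0997. With TP the paper's r is 0.1006 for ppx, 0.2423 for ppk and 0.2423 for phytase, here -0.175, -0.106 and -0.201. The paper's r for metals is 0.6458 for chrA, 0.1672 for corC, 0.3326 for nreB, 0.2929 for copA, 0.3414 for cueO, 0.1269 for cusA, 0.4361 for zntA, 0.3524 for cadA and 0.3524 for cadBD. Here these are 0.379, -0.0121, 0.0166, -0.0158, -0.0631, -0.103, 0.0325, -0.102 and -0.0197.

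Of the alternatives set before the data were examined, the omission of QH_3 is within the jackknife SE of the paper's r for nirK with TN (0.289) and with ammonia (0.207), chrA (0.556), corC (0.0351) and nreB (0.133). So are the omission of QH_1 for copA (0.102), of XJH_1 for chrA (0.514) and corC (0.224), of XJH_2 for corC (0.0739) and nreB (0.157), and of XJH_3 for nreB (0.105) and zntA (0.199). The Euclidean distance is for chrA (0.431) and corC (0.178), the Jaccard distance for nreB (0.144), and Spearman correlation for chrA (0.45), corC (0.00553) and nreB (0.093). The others of them differ, and for nirS, nosZ, ureC, ppx, ppk, phytase, cueO, cusA, cadA and cadBD all of them differ. Under the requirement of 2 of 3 samples, chosen after seeing the values, nirK with TN (0.325) and with ammonia (0.246), chrA (0.528), corC (0.0227) and copA (0.0942) are within it, and 10 of the 16 pairs that the paper calls are dropped at an unadjusted p under 0.05. With log2 values added, also chosen after seeing the values, nirK (0.37 with TN, 0.294 with ammonia), ureC (0.327 and 0.264), nosZ with TN (0.178), ppx (0.00664), ppk (0.142), chrA (0.566), nreB (0.146), copA (0.141) and zntA (0.238) are within it, 9 of the paper's 16 called pairs are dropped, and 0 pairs pass after adjustment (7 unadjusted). These p values do not allow for the use of the WWTP labels by the requirement, and the jackknife SE is up to 0.269 for the pairs named, so an r within it can lie far from the paper's.

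For metal against antibiotic resistance genes the paper's r is 0.325 and here 0.988, and every alternative differs. Both distances come from the same samples, and with no other pair of lists compared the r here cannot be called particular to these genes. In variance partitioning the paper's share for all variables is 53% and here 30.8%; the omission of QH_3 (41.4%) lies within the tolerance, as does the requirement of 2 of 3 samples (52.8%), which was chosen after seeing the values (the paper calls no items in it), and the other alternatives differ. The paper's share is 25% for wastewater characteristics alone and 23% for operational parameters alone, here 0% and 0%, and every alternative differs. The paper's shared part is 5% and here 30.8%. The adjusted R2 after Hellinger transformation, set before the data were examined, lies within the tolerance (6.69%) and the other alternatives do not. That 6.69% is the whole adjusted share of all variables, so it does not measure the same thing as the paper's shared part.

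The paper states that the 3 samples of each WWTP clustered together. Here 0 of 4 WWTPs had a cluster of their own, and 4 did with the Jaccard distance under the requirement of 2 of 3 samples, chosen after seeing the values. The paper states higher overlap within WWTPs than between them. The direction here is the same, at a difference of 1.56 points (one-sided exact permutation p = 0.106). The CCA model is significant in the paper, and here its permutation p was 0.144. It was 0.003 without QH_3, the sample that lay away from QH_1 and QH_2, and this p does not allow for that choice. Under the requirement of 2 of 3 samples, chosen after seeing the values, 4 of 100 drawn splits explained as much as the real one.

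The paper links GBD and XHM to DO, QH to temperature and XJH to ammonia and COD loading rate. Here the end of high DO held QH_1 and QH_2 (2.08 and 2.06 on the first axis), the end of high temperature the XHM samples (1.25 to 1.93 on the third axis), and the XJH samples lay opposite to COD loading rate (-2.05 to -1.58 on the second axis). In the paper ammonia and COD loading rate are negatively related to the first axis, and here ammonia had 0.414 and COD loading rate -0.0263. Temperature is negatively related to the first and second axes there, and here it had -0.00163 and 0.502. The sign of an axis is arbitrary, but not the position of samples against variables. The counts of the paper's Table S4 are closest to those here with its columns assigned to other WWTPs (mean difference 0.535 over 19 families, against 7.98 with its own labels), its GBD to XJH, QH to XHM, XHM to QH and XJH to GBD. Under that assignment the paper's links would be of XJH and QH here to DO, of XHM to temperature and of GBD to ammonia and COD loading rate, which the ends held by QH_1 and QH_2 and by XHM follow, with XJH at -0.0685 to 1.11 on the first axis and GBD at 0.0107 to 0.817 on the second. The paper's Table S3 is closest with its own labels, and whether the labels of its ordination are in another order was not tested, so this stays open. In Table S4 2 families have identical counts.

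The paper gives 3 benAB genes as the most abundant. Of these, 108768762 ranked 1 of 26 here, 91779181 ranked 5, and 110818905 ranked 22 and was detected in 8 samples.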

Other observations

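The tests without QH_3 described here were looked into after the result was seen, as were the test on the 8 arrays of low intensity and that of neighboring identifiers. Without QH_3, limma called 1614 of 11,823 genes for QH_1 and QH_2 against the mean of the other WWTPs, 350 higher and 1264 lower. On the 8 arrays of low intensity, which leave out GBD as well as QH_3, the same 2 samples had 14 genes higher and 452 lower of 12,799, so the number of higher genes, in the lists below too, depends on the arrays set against them. The genes below were chosen after their values were seen. Higher in QH_1 and QH_2 were pstC 171185022 of phosphate uptake (log2 difference 1.56, SE 0.398, limma adjusted p = 0.0209), vanA 77969155 of vanillate degradation (1.45), glnA 56479873 of glutamine synthesis (1.39) and nifH 75704170 of nitrogen fixation (1.35). QH_3 shared little of the pattern. Of the called genes 1590 were detected in all 12 samples, and in 1544 of these (97.1%) QH_3 lay nearer to the other WWTPs. Among the genes named as higher, its normalized signal intensity was 1.49 for pstC (1.93 in QH_1 and QH_2, mean of the other WWTPs 0.768). It was 0.237 for glnA (other WWTPs 0.463) and 0.262 for nifH (1.13), and vanA was not detected in QH_3. Lower in QH_1 and QH_2 were aceB 157846118 of the glyoxylate cycle (-2.13), gyrB 92112113 of DNA gyrase (-2.07, SE 0.232, limma adjusted p = 0.000994), bchY 209958848 of bacteriochlorophyll synthesis (-2.00), zntA 67547414 of zinc export (-1.92) and fnr 269144260 of oxygen sensing (-1.87). In QH_3 these stood at 2.94 for aceB (mean of the other WWTPs 7.19), 3.01 for gyrB (2.34), 2.94 for bchY (2.23), 3.25 for zntA (2.06) and 2.32 for fnr (1.74), so all but aceB were above the other WWTPs there.

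By functional list, 47 genes of organic contaminant degradation were higher and 259 lower of 2012 tested in QH_1 and QH_2 without QH_3 (322 called when adjusted over the list alone), and 33 metal resistance genes were higher and 140 lower of 1314 (172). For denitrification 9 were higher and 44 lower of 403 (53), and for starch degradation 17 higher and 21 lower of 263 (40). Carbon fixation had 17 higher and 33 lower of 265 (52), antibiotic resistance 14 and 44 of 433 (54), sulfur cycling 12 and 45 of 448 (55), phosphorus 3 and 18 of 158 (24), and ammonification 3 and 17 of 143 (21). Genes outside the lists were called at a share of 13.7% (170 higher and 590 lower of 5562), and most of these lists lie near it, with 15.2% for organic contaminants, 13.2% for metal resistance, 13.2% for denitrification, 13.4% for antibiotic resistance and 12.7% for sulfur. Lower shares were found for dissimilatory nitrate reduction (5.08% of 59), methane (6.67% of 30), nitrogen fixation (8.16% of 147), lignin (8.26% of 109), hemicellulose (8.61% of 151) and chitin (8.82% of 170), and the highest was 18.9% for carbon fixation. The shares were not tested against each other.

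The genes sigma_70 217969610, obgE 217970048 and sped_bac 217970686 have identifiers within a span of 1076, and all 3 were lower in XJH. Among 10000 random draws of 21 genes from those tested, 3 had as long a run of neighboring identifiers (permutation p = 0.0004).

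Genes detected in 3 samples only were most often those of GBD_3, QH_3 and XHM_3 (145 genes), out of 220 possible sets of 3 samples. The next set was GBD_1, QH_3 and XHM_3 (108 genes). QH_3 (29,400) and XHM_3 (27,976) are the samples with the most detected genes, so these sets do not point to the replicate number. The highest r between any 2 samples was 0.943, and 0 pairs of samples held identical values.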
